# Distinct Injury Responsive Regulatory T Cells Identified by Multi-Dimensional Phenotyping

**DOI:** 10.3389/fimmu.2022.833100

**Published:** 2022-05-12

**Authors:** Fei Guo, Brandon Hancock, Alec Griffith, Hui Lin, Kaitlyn Howard, Joshua Keegan, Fan Zhang, Adam Chicoine, Laura Cahill, Julie Ng, James Lederer

**Keywords:** Tregs, trauma immunology, CyTOF, T cell receptor diversity, single-cell RNA sequencing

## Abstract

CD4^+^ regulatory T cells (Tregs) activate and expand in response to different types of injuries, suggesting that they play a critical role in controlling the immune response to tissue and cell damage. This project used multi-dimensional profiling techniques to comprehensively characterize injury responsive Tregs in mice. We show that CD44^high^ Tregs expand in response to injury and were highly suppressive when compared to CD44^low^ Tregs. T cell receptor (TCR) repertoire analysis revealed that the CD44^high^ Treg population undergo TCRαβ clonal expansion as well as increased TCR CDR3 diversity. Bulk RNA sequencing and single-cell RNA sequencing with paired TCR clonotype analysis identified unique differences between CD44^high^ and CD44^low^ Tregs and specific upregulation of genes in Tregs with expanded TCR clonotypes. Gene ontology analysis for molecular function of RNA sequencing data identified chemokine receptors and cell division as the most enriched functional terms in CD44^high^ Tregs versus CD44^low^ Tregs. Mass cytometry (CyTOF) analysis of Tregs from injured and uninjured mice verified protein expression of these genes on CD44^high^ Tregs, with injury-induced increases in Helios, Galectin-3 and PYCARD expression. Taken together, these data indicate that injury triggers the expansion of a highly suppressive CD44^high^ Treg population that is transcriptionally and phenotypically distinct from CD44^low^ Tregs suggesting that they actively participate in controlling immune responses to injury and tissue damage.

## Introduction

Traumatic injury causes sudden, non-infectious tissue damage that initiates a complex immune response aimed at controlling excessive inflammation and maintaining immunological tolerance against exposure to sequestered self-antigens (1). When unchecked, the pro-inflammatory response to trauma, manifesting clinically as the systemic inflammatory response syndrome (SIRS), can lead to significant morbidity and mortality from shock and organ failure (2, 3). Key immune features of SIRS include augmented Toll-like receptor (TLR) responsiveness, enhanced granulopoiesis, and inflammasome activation in innate immune cell types (4, 5). In contrast, the adaptive immune response to injury is skewed towards the compensatory anti-inflammatory response syndrome (CARS) phenotype that is characterized as enhanced regulatory T cell (Treg) activity, increased Th2-type cytokine production by T cells, and reduced antigen-specific Th1 responses (6–11). Imbalances in these innate and adaptive immune response phenotypes are central to the loss of immune homeostasis that can predispose people to secondary infections or inflammation-mediated complications following severe injury (12). Thus, there is a critical need to understand the complex immune regulatory responses that occur in response to traumatic injuries to forward the development of beneficial immunotherapies.

Tregs are vital to the maintenance of peripheral immune tolerance (13–15). In mice, Tregs were identified as being acutely activated by injury, and are the primary adaptive immune cell subset that controls the pro-inflammatory SIRS phenotype (12, 16). Furthermore, injury enhances the immune suppressive potency of Tregs from injury-site draining lymph nodes, but not Tregs from the spleens in a mouse burn injury model (10). This compartmentalized response by Tregs, as well as their rapid activation by injury, supports the possibility that Tregs can react to danger associated molecular patterns (DAMPs), inflammatory cytokines, stress, or protein antigens that are exposed by tissue damage.

Our group has recently demonstrated that CD44^high^ Tregs are highly reactive to burn trauma in mice, and show expansion and upregulation of Treg effector molecules such as CTLA4, ICOS, and GITR (17). Moreover, this CD44^high^ Treg subpopulation is similar to those found on expanded memory Tregs (mTregs) in inflammatory and autoimmune diseases like multiple sclerosis (18), coronary artery disease (19), nephritis (20), type I diabetes (21), allergy (22) and obesity (22). Little is known about how mTregs are activated or their biological functions, although it is thought that mTregs may react to self-antigens and function to control excessive inflammation at sites of tissue damage (23). Given that trauma induces rapid activation of mTregs, we hypothesize that a pool of mTregs is specifically reacting to DAMPs or other antigens that are released or exposed to immune cells following tissue trauma. To address this hypothesis, unsupervised transcriptomic and single-cell technologies were used to comprehensively characterize injury-reactive Tregs with the objective, to contribute novel insights into Treg biology and their phenotypic response to cell and tissue damage.

## Materials and Methods

### Study Design

This project used unbiased systems immunology approaches including RNA sequencing, mass cytometry (CyTOF), and TCR repertoire analytical methods to test the hypothesis that the Tregs that respond to injury represent a subset of CD4+FoxP3+ T cells in mice. All experiments were performed using a well-defined mouse burn trauma model following ARRIVE guidelines. Age- and sex-matched mice were randomized into control and experimental groups, with sample sizes chosen based on statistical power analysis and previous experience. Experimental replication for each experiment is indicated in the figure legends. The investigators were not blinded, and no data were excluded from analysis.

### Mice

C57BL/6 wild-type (stock #000664), Foxp3^DTR^ (stock #016958) and BALB/c (stock #000651) mice were purchased from Jackson Laboratory (Bar Harbor, ME). Eight to16-weeks old mice were acclimated for at least 1 week before being used for experiments. All procedures performed in this study were reviewed and approved by the Brigham and Women’s Hospital IACUC (2020N000458) and were found to be in accordance with guidelines set by the U.S. Department of Agriculture (Washington, DC) and the National Institutes of Health (Bethesda, MD).

### Mouse Injury Model

A mouse burn injury model was used to model traumatic injury in mice as previously described (24). Briefly, mice were anesthetized by intraperitoneal (IP) injection with 125 mg/kg ketamine (Fort Dodge Animal Health, Fort Dodge, IA) and 10 mg/kg xylazine (Lloyd Laboratories, Shenandoah, IA). Buprenorphine at 0.6mg/kg was injected subcutaneously at the time of injury. The mice had their dorsal fur shaved and were placed in a plastic mold exposing 20% of their total body surface area. Injury was induced by immersing the exposed part of the dorsum for 9 seconds in a 90˚ C water bath. This approach causes a full-thickness and well-demarcated anesthetic injury due to complete loss innervation. Uninjured mice underwent the same procedure but were exposed to room temperature water for 9 seconds. All animals were resuscitated with an IP injection of 1 mL of 0.9% pyrogen-free normal saline containing ANTISEDAN (atipamezole, Zoetis, US) at 1mg/kg. The mortality from this burn trauma model is less than 2%.

### Lymph Node Cell Preparations

Mice were euthanized by CO_2_ asphyxiation. Injury-site draining lymph nodes (axillary, brachial, and inguinal) were harvested and immediately placed in ice-cold culture medium (RPMI 1640 supplemented with 5% heat-inactivated fetal bovine serum (FBS), 1 mM glutamine, 10 mM HEPES, 100 μM nonessential amino acids, penicillin/streptomycin/fungizone, and 50 μM 2-mercaptoethanol, all purchased from Gibco-Invitrogen, Grand Island, NY). To prepare single cell suspensions, the lymph nodes were mechanically minced through sterile 70- μm cell strainers. Cell preparations were washed twice in culture medium and then strained to remove debris.

### Flow Cytometry and Cell Sorting

Fluorescent conjugated antibodies were purchased from BioLegend (San Diego, CA) or eBioscience (Waltham, MA): APC/Cy7-labeled anti-CD3 (145-2C11), APC-labeled anti-CD44 (IM7), eFluor450-labeled anti-FoxP3 (FJK-16s), and PE/Cy7-labeled anti-CD4 (GK1.5), FITC-labeled anti-CD25(PC61). FITC-labeled Anti-Mouse TCR Vβ Screening Panel was purchased from BD bioscience. Zombie NIR™ Fixable Viability Kit (BioLegend) was used for cellular viability staining. Flow cytometry stains were performed in PBS with 1% BSA and 0.1% sodium azide at room temperature. Cells were plated and Fc-block reagent (TruStain FcX Fc receptor blocking reagent, BioLegend, San Diego, CA) was added for 10 min to minimize nonspecific antibody staining before adding cell-surface fluorochrome-labeled antibodies. For intracellular stains, cells were permeabilized using the FoxP3/transcription factor staining buffer set from eBioscience (eBioscience/ThermoFisher Scientific, Waltham, MA). Stained samples were fixed in 4% PFA in PBS, washed by centrifugation, then reconstituted in PBS for flow cytometry analysis on a MACS-Quant Analyzer (Miltenyi Biotech, San Diego, CA). Data analysis was performed using the FlowJo software program (Tree Star, Ashland, OR). The flow cytometry gating schemes for T cells, CD4^+^ and CD4^-^ T cells, CD44^high^ and CD44^low^ Tregs as well as TCRVβ are presented in **Supplemental Figures 6**, **7**. For sorting Tregs, the stains were performed in sorting buffer (RPMI 1640 without phenol red supplemented with 0.5% BSA, 1 mM glutamine, 10 mM HEPES, 100 μM nonessential amino acids, penicillin/streptomycin/fungizone, and 50 μM 2-mercaptoethanol). CD4+ T cells were purified by negative selection using Miltenyi MACS CD4^+^GFP^+^ Tregs or CD4^+^GFP^+^CD44^high^ and CD4^+^GFP^+^CD44^low^ cells were sorted respectively according to experimental requirements.

### Treg Suppression Assay

CD4^+^CD25^-^ T cells (Tconv) for Treg functional assays were negatively selected using LS Columns (Miltenyi Biotec, 130-042-401) with MidiMACS™ Separator (Miltenyi Biotec,130-042-302) by staining the cells with Biotin-labeled anti-mouse CD8a (BioLegend 100704), CD25 (BioLegend 102004), TER119 (BioLegend 116204), CD45R/B220 (BioLegend 103204), CD49b (BioLegend 108904), and CD11b (BioLegend 101204). The negatively selected cells were collected and stained with Zombie NIR™ Fixable Viability kit and then CellTrace™ Violet Cell Proliferation Kit (ThermoFisher, C34571) for the Treg functional assay. CD44^high^ and CD44^low^ Tregs were sorted respectively from sham or day 7 after injury Foxp3^DTR^ mice, co-cultured with CellTrace Violet labeled Tconv, and stimulated with mouse T cell activator anti-CD3/CD28 beads (Gibco, 11452D). Purified Tconv (8 x 10^4^) were co-cultured with CD44^high^ or CD44^low^ Tregs at 1:1, 1:2, 1:4, 1:8 Treg : Tconv ratios or control Tconv alone. Proliferation of CD3/CD28 bead stimulated Tconv without added Tregs was set as control proliferation with 0% suppression. Proliferation was measured using the CellTrace Violet dilution assay by flow cytometry after 4 days co-culture that detects proliferated cells by reduced fluorescence intensity in cells that undergo one or more cell divisions. Suppression% was calculated as: $100-\left(\frac{\text{Percent proliferated cells in Treg}:\text{Tconv}}{\text{Percent proliferated cells Tconv only}}\times 100\right)$

### Depletion of Tregs in FoxP3^DTR^ Mice, Adoptive Transfer of Tregs, and Secondary *Pseudomonas aeruginosa* Lung Infection Model

Foxp3^DTR^ mice were treated with 40ng/kg diphtheria toxin (DT) at 2h and 24h after burn injury to deplete Tregs. Male C57BL/6 mice underwent burn trauma injury. At 7 days after injury, CD4 T cells were purified from injury-site draining lymph nodes (axillary, brachial, and inguinal) into CD44^high^ or CD44^low^ Tregs using anti-CD25 and anti-CD44 antibodies. Tregs from injured mice were transfused into the anesthetized injured Foxp3^DTR^ mice depleted of Tregs at 50,000 cells/mouse by intracardiac injection in 0.2 ml of PBS. Mice were subsequently challenged with intranasal *Pseudomonas aeruginosa* 1 day after Treg-transfusion. Survival was monitored over a week period. For lung infections, *Pseudomonas aeruginosa* (ATCC 27853) were grown for 16 hours with gentle agitation in brain-heart infusion (BHI) broth medium at 37°C and were harvested by centrifugation at 450 x *g* for 10 minutes, then washed once with PBS by centrifugation. Based on absorption spectroscopy measurements (ABS_600_), bacteria were diluted to contain 3-5 x 10^7^ CFUs/ml in PBS. Mice were anesthetized by IP injection using Ketamine/Xylazine at 125/10 mg/kg. Mice were then held with their nares upright, and 40 μl of bacteria suspension was administered by intranasal route (1.2-2 x 10^6^ CFUs). This inoculum dose was found to cause 50% mortality in male C57BL/6 mice over a 7 day period, with deaths first occurring at days 2-3 after infection. Bacteria CFUs were quantified by drop-plating of serial dilutions on Luria broth (LB) agar plates, and colonies were counted the following day after incubating the plates at 37°C.

### RNA Sequencing of Sorted FoxP3^+^ T Cell Populations

Lymph node CD4^+^CD44^high^FoxP3-GFP^+^ and CD4^+^CD44^low^FoxP3-GFP^+^ T cells or FoxP3-GFP^+^ T cells were purified by FACS sorting at 7 days after injury from injured or uninjured Foxp3^DTR^ mice (strategy shown in **Supplementary Figure S7**). RNA was purified from 50,000 cells from each sample using the RNeasy Micro Kit (Qiagen, CA) according to manufacturer’s protocol. RNA sequencing (RNAseq) was performed by the Molecular Biology Core Facilities (MBCF) at Dana-Farber Cancer Institute (DFCI). cDNA was synthesized using Takara SMART-Seq v4 PLUS kit and was fragmented to ~150bp by Covaris Adaptive Focused Acoustics^®^-AFA^®^ technology. The cDNA library prepared with Swift 2S™ Turbo DNA library kit from 2ng of cDNA was submitted for next-generation sequencing (NGS).

### RNAseq Data Processing and Analysis

Analysis of RNA sequencing data was performed using Visualization Pipeline for RNA-seq (VIPER) workflow (25). The VIPER workflow provides sample to sample correlation and sample to feature heatmap plots to judge the correlation and clustering patterns of all samples (**Figures S2A, B**). Gene count stabilized variance of RNAseq data was determined using the *vst* function of DESeq2 (26). Principal component analysis (PCA) plots were generated based on the variance stabilized counts. The top 2000 genes that were most differentially expressed in CD44^high^ versus CD44^low^ Tregs were identified using DESeq2 and input into the gene ontology (GO) molecular function term enrichment analysis webtool (27–29). Heat maps were generated using gene count Z-scores of highly variable cytokines, cell surface markers, and transcription factor genes. Hierarchical clustering of samples was done using the *hclust* function in R. Differentially expressed genes between Treg subsets and the effects of injury on gene expression were identified by DESeq2 and volcano plots showing differential expression of genes were generated using the Enhanced Volcano R package (30).

### RNA-Based TCR Repertoire Sequencing

Viable CD4^+^CD44^high^GFP^+^ and CD4^+^CD44^low^GFP^+^ cells were sorted from lymph nodes harvested at 7-days after injury from burned or uninjured Foxp3^DTR^ mice (cell numbers are detailed in **Supplementary Table 1**). All RNA extraction, cDNA synthesis, amplification, NGS library preparation and sequencing were performed by iRepertoire, Inc. (Huntsville, USA), RNA was extracted from FACS sorted cells using Qiagen’s RNeasy Micro kit with DNase Treatment. One-third of the total RNA from each sample were used for the construction of mouse TCRα and β chain libraries by reverse transcription polymerase chain reaction (RT PCR) using Qiagen’s OneStep RT PCR mix (Qiagen). First strand cDNA was selected, and unused primer was removed by SPRIselect beads (Beckman Coulter) followed by a second round of binding and extension with the V-gene primer mix. After binding and extension, SPRIselect beads were used to purify the first and second strand synthesis products. Library amplification was performed with a pair of primers that are specific for communal sites engineered onto the 5’ end of the C- and V- primers used in first and second strand synthesis. The final constructed library includes Illumina dual index sequencing adapters, a 10-nucleotide unique molecular identifier region, and an 8-nucleotide internal barcode associated with the C-gene primer. The amplified libraries were multiplexed and pooled for sequencing on the Illumina MiSeq platform using a 600-cycle kit and sequenced as 250 pair-end read. The portion of TCRA and TCRB receptor genes that were sequenced included the second framework region stretching to the beginning of the TCR constant region, including the CDR2 and CDR3 regions.

### TCR Sequence Analysis

Sequencing of raw data were analyzed using the previously described iRmap program (11, 31). Sequence reads were de-multiplexed according to both Illumina dual indices incorporated during the amplification process and barcode sequences at the 5’ end of reads from the constant region. Reads were then trimmed according to their base qualities with a 2-basesliding window. If either quality value in this window was lower than 20, this sequence stretching from the window to the 3’ end, was trimmed out from the original read. Trimmed pair-end reads were joined together through overlapping alignment with a modified Needleman-Wunsch algorithm (32). If paired forward and reverse reads in the overlapping region were not perfectly matched, both forward and reverse reads were thrown out without further consideration. The merged reads were mapped using a Smith-Waterman algorithm to germline V, D, J and C reference sequences using an IMGT reference library. To define the CDR3 region, the position of CDR3 boundaries of reference sequences from the IMGT database was migrated onto reads through mapping results, and the resulting CDR3 regions were extracted and translated into amino acids.

### TCR Repertoire Data Analysis

Treemap plots were generated by iRweb tools (iRepertoire, Inc. Huntsville, USA). V, D and J gene usage and CDR3 sequences were identified and assigned. In treemap plots, each unique CDR3 is shown as a colored rectangle. The size of each rectangle corresponds to the abundance of each CDR3 within the repertoire and the positioning is determined by the V region usage. To compare the relative diversity of TCR libraries, we used iRweb tools to generate diversity-50 (D50) values, diversity plots, and diversity index (Di) values. D50 is the percent of unique TCR CDR3 sequences that account for the cumulative 50% of the total CDR3s counted in the sample. $D50=\;\frac{number\;of\;uCDR3\;sequences\;in\;top\;50\%\;\times \;100\;}{number\;of\;uCDR3\;in\;top\;10,000\;CDR3\;sequences}$ . Low D50 values indicate higher clonality. The diversity index (Di) was calculated as: $Di=\left[1-\;\frac{\sum^{}n(n-1)}{N(N-1)}\;\right]\times 100$ . TCR diversity index values are proportional to the values where high values indicate high diversity, while low values indicate low diversity. Diversity index plots were generated by plotting the percentage of total TCR reads versus the percentage of unique CDR3 sequences. The curve illustrates the overall diversity of the population with full diversity represented by the dashed line in the middle. The higher the TCR diversity in the cell population, the closer the curve will be to the dashed line in the middle. The D50 values are indicated on these diversity index plots to illustrate the differences in TCRA and TCRB clonality in Treg populations from uninjured and injured mice.

### Preparation of scRNAseq and scTCRseq Libraries

For single cell RNAseq (scRNAseq) and single cell TCRseq (scTCRseq), viable lymph node FoxP3 GFP^+^ cells were sorted from injured or uninjured Foxp3^DTR^ mice at 7 days after injury. The sorted FoxP3 GFP^+^ cells were washed and resuspended in sorting buffer at a cell concentration of 1000 cells/µL. About 17,000 mouse cells were loaded onto a 10x Genomics Chromium™ instrument (10x Genomics) according to the manufacturer’s recommendations. The scRNAseq libraries were processed using Chromium™ single cell 5’ library & gel bead kit (10x Genomics). Matched scTCRseq libraries were prepared using 2 µL of post cDNA amplification material and Chromium Single Cell V(D)J Enrichment Kit, Mouse T Cell. Quality controls for amplified cDNA libraries and final sequencing libraries were performed using Bioanalyzer High Sensitivity DNA Kit (Agilent). The sequencing libraries for scRNAseq and scTCRseq were normalized to 4nM concentration and pooled using a volume ratio of 4:1. The pooled sequencing libraries were sequenced on Illumina NovaSeq S4 300 cycle platform. The sequencing parameters were: Read 1 of 150bp, Read 2 of 150bp and Index 1 of 8bp. The sequencing data were demultiplexed and aligned to GRCm38 using cell ranger version 3.1.0 pipeline (10x Genomics).

### Single-Cell RNAseq Data Analysis

scRNAseq reads were aligned to the mouse reference genome (GRCm38) with the Ensembl GRCM28.91 GTF file using Cell Ranger (10x Genomics; sample statistics in **Supplementary Table 3**). The uninjured and 7D after injury samples were aggregated using the *aggr* function in Cell Ranger. Cell Ranger gene expression matrices were further analyzed with Seurat (v3.2.2). Matrices were filtered to exclude low-quality cells; cells with < 500 or > 4000 unique features. Cells with > 7% reads mapping to the mitochondrial genome were filtered out (thresholds chosen using analysis shown in **Supplementary Figures S4 C, D**). Feature counts were normalized using the *NormalizeData* function of Seurat. Per standard methods, we identified the 2,000 most variable genes and did PCA on these genes. Gene counts were scaled using the *ScaleData* function of Seurat. Clustering was done using the *FindNeighbors* (dims = 1:20) and *FindClusters* (resolution = 0.5) functions in Seurat. Cluster 6 was then removed as these cells expressed B cells markers. TCR clonotype metadata from the output of Cell Ranger VDJ was added to each cell using custom scripts. Cells with a CDR3 clonotype found in 2 or more cells were labeled as “Expanded”. Clustering was redone with parameters to generate many clusters, *FindNeighbors* (dims = 1:25) and *FindClusters* (resolution = 2.0) functions in Seurat. Clusters composed of 15% or more expanded cells were labeled as “Expanded” phenotype. Normalized expression was visualized with t-SNE plot projections and violin plots using Seurat.

### Data Processing of scTCRseq Libraries

For scRNAseq, the raw sequencing data generated by Cell Ranger 3.1.0 were loaded into the third-party tools for secondary analysis: Loupe Cell Browser 4.1.0 and Loupe VDJ Browser 3.0.0 (https://www.10xgenomics.com/). TCR sequencing data were aligned to the mm10 reference genome and RefSeq gene models using Cell Ranger VDJ TCA and TCB sequences from individual cell were used to infer clonotypes. The clonotype comparison feature in Loupe Cell Browser was then applied to pool TCR clonotypes across groups by matching CDR3 amino acids of both TCRA and TCRB. TCR clonotypes were designated as “expanded” if the paired CDR3 sequences were found in 2 or more cells.

### Mass Cytometry (CyTOF)

CyTOF staining was performed at room temperature as previously described (33). Cells harvested from lymph nodes were incubated with cisplatin live/dead stain for 2 min (Fluidigm) and blocked with TruStain FcX Fc receptor blocking reagent for 10 min before antibody staining. For surface staining, cells were stained with the CyTOF antibody cocktail for 30 min. After washing twice with staining buffer (calcium/magnesium-free PBS, 0.2% BSA, 0.05% sodium azide), cells were fixed and permeabilized using eBioscience™ Fixation/Permeabilization kit (Invitrogen). Subsequently, cells were barcoded using a palladium-based barcode reagent (33). After washing out excess barcode reagent, samples were pooled together and stained with intracellular CyTOF antibodies. Details of all antibodies used for CyTOF staining are listed in **Supplementary Table 4**. Single-cell CyTOF data was collected using a Helios mass cytometer (Fluidigm). Data normalization and deconvolution of barcoded staining data was conducted using the normalizer and the single-cell-debarcoder software developed in the Nolan Lab (Stanford) (33, 34). Data analysis was conducted using Cytobank (35). A nonlinear dimensionality reduction algorithm, viSNE, was run on all markers for dimensionality reduction (36). A hierarchical clustering algorithm, SPADE was run on viSNE parameters to cluster cells for phenotypic identification (37).

### Statistical Analysis

Statistical analysis was performed using GraphPad Prism 8.4.3 (GraphPad Software Inc. San Diego, CA, USA) or custom R scripts for RNAseq data. Data comparing multiple groups were analyzed by one-way ANOVA with Dunnett statistical hypothesis testing to correct for multiple comparisons and assuming Gaussian distribution of residuals. Data consisting of one variable and two factors were analyzed by two-way ANOVA and the Sidak or Tukey tests were applied for multiple comparison correction as appropriate. For protein expression validation studies by CyTOF, two-tailed unpaired t-tests were applied, and Welch’s correction was used if two populations had different standard deviations. Analyzed data with P <0.05 were considered as significantly different.

## Results

### Trauma Induces Expansion of Highly Suppressive CD44^high^ Tregs

We first assessed the function of CD44^high^ Tregs in a mouse model of burn injury. Injury-site draining lymph nodes were harvested from mice to measure CD44^high^ and CD44^low^ CD4^+^FoxP3^+^ T cell (Treg) abundances at 1 and 7 days after burn trauma injury using the scheme shown in **Figure 1A**. By day 7, there was a significant increase in CD44^high^ Tregs in injury-site draining lymph nodes compared to uninjured controls (**Figures 1B, C**). In contrast, there was no difference in the number of CD44^low^ Tregs between injured and control mice (**Figure 1D**). Next, we utilized a fluorescence-activated cell sorting (FACS) approach to purify CD44^high^ and CD44^low^ Treg subsets to assess Treg function and for subsequent RNA sequencing studies (**Figure 1E**). In Treg-mediated suppression assays, both CD44^high^ and CD44^low^ Tregs significantly suppressed the proliferation of CD4^+^CD25^-^ T cells (Tconv). The CD44^high^ Tregs were identified as being much more potent than CD44^low^ Tregs at suppressing T cell proliferation and injury did not further enhance the suppressive function of CD44^high^ Tregs (**Figures 1F, G**). However, we did observe that CD44^low^ Tregs from injured mice were significantly more suppressive at a 1:1 Treg to Tconv cell ratio. Taken together, both Treg subsets are affected by injury showing either expansion (CD44^high^) or enhanced Treg suppressive function (CD44^low^).

**Figure 1:**
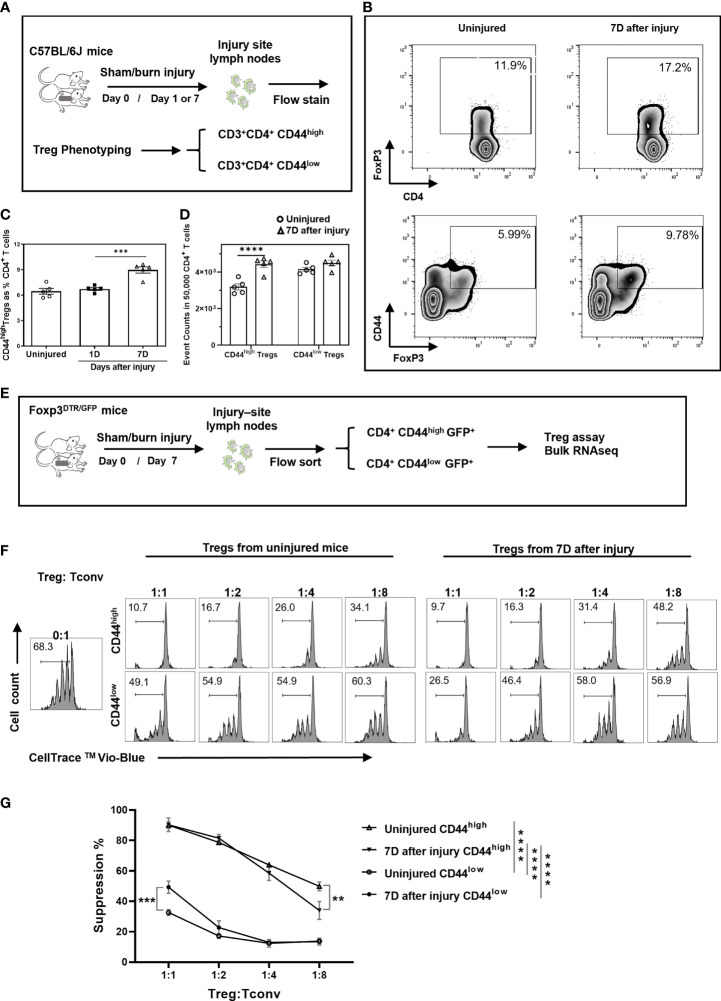
Burn trauma induces the expansion of CD44^high^ Tregs in injury-site draining lymph nodes that more potently suppress T cell proliferation than CD44^low^ Tregs. **(A)** Experimental scheme for mouse Treg phenotyping by flow cytometry; **(B)** Representative flow cytometry contour plots illustrating Tregs and CD44^high^ Tregs in CD4^+^ T cells in injured and uninjured mice. **(C)** CD44^high^ Tregs are significantly increased in injury-site draining lymph nodes at 7 days (Δ), but not at 1 day (■) after injury compared to uninjured controls (○). Data are presented as mean ± standard error of the mean (SEM) and analyzed by one-way analysis of variance (ANOVA), P=0.0001. Significant comparisons by Dunnett’s multiple comparisons test are denoted by *** (uninjured versus 7 days after burn), P=0.0002. **(D)** CD44^high^ and CD44^low^ Treg cell events in equal-sampled CD4^+^ T cells. Flow cytometry data represent two independent experiments (n=5 per group). Data were analyzed by two-way ANOVA, interaction P=0.0117. Significant comparisons by Sidak’s multiple comparisons test are denoted by **** (uninjured control versus 7 days after injury in CD44^high^ Tregs), P<0.0001. **(E)** Experimental scheme for Treg functional assay and bulk RNA sequencing. **(F)** CD4^+^CD25^-^ T cells (Tconv) FACS sorted from lymph nodes were labeled with CellTrace Violet and co-cultured with FACS sorted CD44^high^ and CD44^low^ Tregs from uninjured or injured Foxp3^DTR^ mice at the indicated cell concentration ratios. CellTrace Violet dilution was used to calculate percentage of proliferating Tconv cells after 4 days of co-culture with anti-CD3/CD28 antibody-coated T cell activation beads. Representative Treg suppression plots are shown. **(G)** Plots summarizing Treg suppressive activity. Error bars represent the mean ± SEM of n = 3 replicate wells. Data were analyzed by two-way ANOVA, interaction P<0.0001. Significant comparisons by Dunnett’s multiple comparisons test are indicated by **P<0.01, ***P<0.001 and ****P<0.0001.

Because infectious complications are a leading cause of death in trauma patients (38, 39), we next tested whether CD44^high^ or CD44^low^ Tregs were beneficial or harmful in a secondary infection after burn injury (**Figure S1A**). In brief, Foxp3^DTR^ mice were Treg depleted by administration of diphtheriae toxin after burn trauma as previously described (40). Treg depletion was validated by flow cytometry (**Figure S1B**). CD44^high^ and CD44^low^ Tregs sorted from injury-site draining lymph nodes of burn trauma mice were then adoptively transferred into Treg-depleted mice 2 days after injury. Mice were challenged intranasally with *Pseudomonas aeruginosa* (1.2-2 x 10^6^ CFU per mouse) the next day and were observed over a week for survival (9, 10, 12). Injured mice given CD44^high^ Tregs demonstrated a trend towards lower survival (43%) compared to mice given CD44^low^ Tregs (75%, probability of survival, P=0.0617) (**Figure S1C**). Thus, CD44^high^ Tregs suppress anti-microbial immune function more so than CD44^low^ Tregs and their expansion may increase susceptibility to secondary infections following traumatic injury.

### RNA Sequencing Analysis of CD44^high^ and CD44^low^ Treg Subsets Reveals Distinct Molecular Signatures

Next-generation RNA-sequencing (RNAseq) was used as an unbiased approach to compare gene expression variation and profiles between CD44^high^ and CD44^low^ Tregs from injured and uninjured mice. 

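The bulk RNA-seq data cover CD4+FoxP3-GFP+ Tregs sorted by FACS from injury-site draining lymph nodes, 7 days after a burn of 20% of the body surface (a bath of 90 °C for 9 seconds) or sham treatment. The paper reports RNA from 50000 cells per sample, SMART-Seq cDNA and Swift libraries. The labels give 4 CD44 high and 5 CD44 low samples from uninjured mice, and 4 CD44 high and 6 CD44 low samples from injured mice, 19 in all. They do not say whether a sample holds the cells of 1 mouse or of several, and each library was taken as 1 replicate. The deposited values are the numbers of reads that STAR counted on each gene through the VIPER workflow, without normalization. The genome build and annotation of these counts are not given in the sources used here, so no coordinates are reported. The table lists 24982 genes by symbol, of which 8091 had no count in any sample. Of the symbols, 24463 were matched to GENCODE vM21, 363 to further RefSeq symbols and 60 to RefSeq synonyms, 1 was ambiguous and 95 had no match. Some symbols, 26 in all, read as calendar dates and are counted among these. Between 5582234 and 9433610 reads per sample were counted on genes. The medians were 6066126 in CD44 high and 6323127 in CD44 low Tregs of uninjured mice, and 8496586 in CD44 high and 6663687 in CD44 low Tregs of injured mice. Counts were normalized by edgeR's TMM factors, and 11464 genes passed edgeR's filter on low counts (minimum count 10). One model with a mean per group was fitted to all 19 samples, without covariates, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is two-sided. Expression is given as CPM, counts scaled to the normalized library total. The paper's methods name DESeq2 for this step, which was run here as an alternative. A gene was counted as differentially expressed at the threshold the paper states, a p under 1e-06 and a change of 2-fold or more. Whether that p is adjusted is not given in the sources used here, and it was taken as unadjusted. Of the 6 CD44 low samples from injured mice, 3 carry a second number in their labels (1_2, 4_2 and 5_2). What this number stands for is not given in the sources used here, and the 6 were kept as separate replicates.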

RNA from flow-sorted CD44^high^ and CD44^low^ Tregs from injured and uninjured FoxP3-GFP mice were prepared for RNA sequencing (**Figure 1E**). The resulting RNAseq data underwent quality control analysis to generate intra- and inter-group sample variability plots, sample-sample correlation plots, and sample-feature hierarchical clustering plots (**Figures S2A, B**). 

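Pearson's r between the log2 CPM of replicates, taken across genes, which are not independent replicates, ranged from 0.964 to 0.979 in CD44 high and from 0.959 to 0.973 in CD44 low Tregs of uninjured mice. In injured mice it ranged from 0.964 to 0.984 in CD44 high and from 0.958 to 0.981 in CD44 low Tregs. The 10 genes with the most counts took between 5.34% and 7.91% of a library, and TMM factors ranged from 0.970 to 1.04. Between 12622 and 13860 genes per library had a count. Libraries 1 and 1_2 of the injured CD44 low group differed by a chi-square of 22.5 per gene, and libraries 5 and 5_2 by 27.8, over genes with a combined count of at least 20. The other pairs of this group gave between 5.69 and 41.3, and all differed by more than the counting noise of a value near 1. Of the pairs that join libraries 1, 2 and 5 to 1_2, 4_2 and 5_2, 1 with 1_2 was the closest, and 5 and 5_2 were each closest to the other.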

Principal component analysis (PCA) of sequencing data demonstrates that CD44^high^ versus CD44^low^ Tregs separated along principal component 1 (PC1) and accounted for the majority (89%) of gene expression variation (**Figure 2A**). 

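Principal components were computed from the 500 genes of highest variance after DESeq2's variance-stabilizing transformation. PC1 held 89.5% of their variance. With every gene that had at least 10 counts in all, the alternative that moved it most, PC1 held 58.4%. With each library left out in turn it held between 88.0% and 90.4%. The mean PC1 score was 27.2 ± 0.374 (SD, n = 4) in CD44 high and -20.2 ± 0.524 (SD, n = 5) in CD44 low Tregs of uninjured mice. In injured mice it was 21.4 ± 0.880 (SD, n = 4) and -15.6 ± 1.93 (SD, n = 6). Every CD44 high library lay above every CD44 low library, in uninjured mice (exact permutation test, two-sided, p = 0.00794, the smallest that 4 against 5 allow) and in injured mice (exact p = 0.00476, the smallest that 4 against 6 allow). The CD44 high or CD44 low identity of the libraries accounted for 98.2% of the variation along PC1. Injury accounted for 0.154% over both subsets together, in which it moved the scores in opposite directions. Injured libraries scored lower by 5.85 in CD44 high Tregs (exact p = 0.0286) and higher by 4.67 in CD44 low Tregs (exact p = 0.00216), with no overlap in either, and each p is the smallest these groups allow.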

Injury accounted for 5% of the observed variance in PC2. 

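PC2 held 4.12% of the variance of the same 500 genes, and 10.8% with every gene that had at least 10 counts in all. Injury accounted for 68.7% of the variation along PC2 and CD44 high or CD44 low identity for 0.0174%. In CD44 high Tregs the mean PC2 score was 4.07 ± 2.78 (SD, n = 4) after injury and -4.21 ± 0.711 (SD, n = 4) without, with no overlap (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). Among CD44 low Tregs it was 3.17 ± 4.27 (SD, n = 6) after injury and -3.69 ± 0.674 (SD, n = 5) without, and the ranges overlapped (exact p = 0.0173). The injured CD44 low libraries without a second number scored 7.87, 6.30 and 4.95. Those with one (1_2, 4_2 and 5_2) scored 3.79, -0.709 and -3.20, and library 5_2 fell within the uninjured range of -4.54 to -2.96. With 3 libraries in each of these sets, an exact test between them cannot go below 0.1.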

Gene Ontology (GO) analysis by enrichment of functional terms of DE genes indicated that genes associated with cell division and chemokine receptors were enriched in CD44^high^ as compared to CD44^low^ Tregs (**Figure 2B**). 

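The GO tool was not run here. Enrichment was tested on hand-written gene families among the 2000 genes of smallest p that were higher in CD44 high than in CD44 low Tregs over all samples, out of 11464 genes tested. The largest p among the 2000 was 0.00021. Of the 17 chemokine receptor genes tested, 13 were among the 2000 against 2.97 expected by chance (Fisher's exact test, one-sided, p = 1.58e-07, adjusted p = 2.38e-07 over 3 families). They included *Ccr2*, *Cxcr6*, *Ccr10*, *Ccr4* and *Ccr3*. Of 96 cell division genes (anaphase-promoting complex, replicative helicase, kinesins, and cyclins with CDK regulators), 50 were among the 2000 against 16.7 expected (exact p = 9.41e-15, adjusted p = 2.82e-14). Each of these 4 parts was enriched, with unadjusted p from 0.00577 for the anaphase-promoting complex to 2.67e-06 for cyclins and CDK regulators. Of 10 chemokine genes, 5 (*Ccl5*, *Cxcl10*, *Ccl4*, *Cxcl2* and *Ccl1*) were among the 2000 against 1.74 expected (exact p = 0.0187, adjusted p = 0.0187). The chemokine result moved most between rankings. With the 2000 genes of smallest p in either direction, as the methods describe, 2 of the 10 were in the top list (exact p = 0.542), and with the 2000 of largest fold change 8 were in it (exact p = 2.73e-05). In injured mice alone it was 4 (exact p = 0.0802), and 4 of 30 chemokine genes with every gene that had a count as background (p = 0.482). Receptor genes numbered 12 or 13 and cell division genes between 44 and 50 under the same alternatives.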

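Expression of 6 chemokine receptor genes, *Ccr1*, *Ccr2*, *Ccr3*, *Ccr4*, *Ccr10* and *Cxcr6*, was compared in CPM (mean ± SD). In uninjured mice *Ccr2* stood at 568 ± 62.3 (n = 4) in CD44 high and 11.1 ± 2.97 (n = 5) in CD44 low Tregs, a log2 fold change of 5.68 (standard error 0.200, adjusted p = 7.61e-16) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In injured mice it stood at 417 ± 51.3 (n = 4) and 22.6 ± 6.52 (n = 6), a log2 fold change of 4.20 (standard error 0.172, adjusted p = 1.54e-14). *Cxcr6* stood at 196 ± 33.6 and 2.98 ± 0.684 in uninjured mice and at 147 ± 16.2 and 6.74 ± 2.32 in injured mice, with log2 fold changes of 6.03 and 4.44. *Ccr10* had a log2 fold change of 7.75 (standard error 0.309, adjusted p = 2.71e-15) in uninjured and 4.54 in injured mice. *Ccr3* had log2 fold changes of 6.78 in uninjured and 4.58 in injured mice. *Ccr4* had the smallest, 3.25 and 2.81. *Ccr1* had 2 counts in all over the 5 CD44 low libraries of uninjured mice, and its CPM ratio there was 268 (95% exact counting interval 73.8 to 2223). In injured mice its log2 fold change was 4.70 (standard error 0.565, adjusted p = 4.58e-07). All 6 genes passed the paper's threshold in both comparisons, and for all 6 every CD44 high library lay above every CD44 low library. Chance gives such a separation, in either direction, for 1.59% of genes in uninjured and 0.952% in injured mice. All 6 were also past an adjusted p of 0.05 when adjusted over the list alone, which is not independent evidence, since the study chose the genes on these samples. Apart from leaving out 1 library, the setting that moved a value most left out the 3 libraries with a second number, and gave *Ccr1* a log2 fold change of 3.83 in injured mice. Without CD44 low library 3 of uninjured mice, which held both counts, the fitted value of *Ccr1* was 9.86 there.

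**Figure D1:**
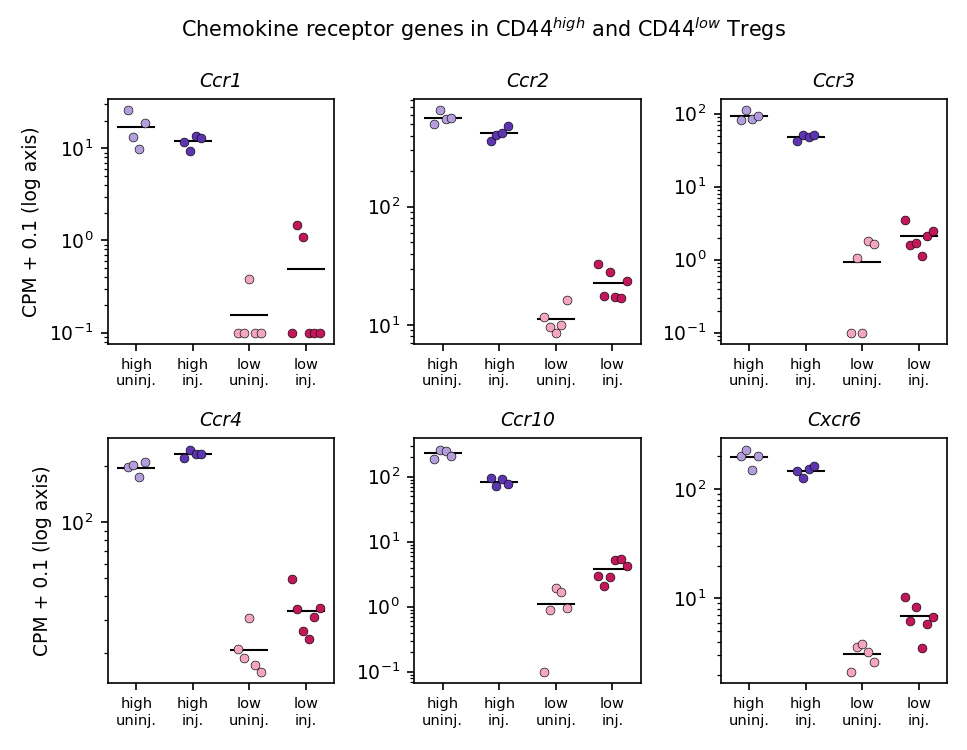
CPM plus a small constant, on a log axis, of the 6 chemokine receptor genes in each library of the 4 groups, with a line at each group's mean. The CD44 high libraries lie above all CD44 low libraries for each of the 6 genes.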

Given these findings, we specifically compared gene counts of the top differentially expressed chemokine receptors between CD44^high^ and CD44^low^ Tregs, which showed distinct differences in gene expression profiles (**Figure 2C**). Heatmaps showing expression levels of the most variably expressed cytokine, cell surface markers, and transcription factor were generated from RNAseq data to illustrate some of the key markers that distinguished these Treg subsets (**Figure 2D**). CD44^high^ Tregs expressed higher levels of known Treg-related genes such as *Icos*, *Ctla4*, *Il10ra*, *Il10*, *Itgae*, *Tigit*, *Fgl2*, *Havcr2*, *Cd83*, *Nt5e*, and *Klrg1* than CD44^low^ Tregs. Moreover, some notable cytokine and chemokine receptor genes such as *Il22ra2*, *Tgfbr1*, *Ildr1*, *Il18r1*, *Il10ra*, *Il3ra*, *Il17rb*, *Il23r*, *Il1r2*, *Il12rb*, *Ccl5*, *Cxcl10 Cxcl2*, *Cxcr3* were highly expressed in CD44^high^ Tregs, while others like *Il2ra, Il6ra, Tgfbr3, Il4ra and Trnfsf8* were highly expressed in CD44^low^ Tregs. 

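All 11 genes were higher in CD44 high than in CD44 low Tregs in uninjured and in injured mice, at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The count was 11 in both comparisons over all genes, and also 11 when adjusted over the list alone, which is not independent evidence, since the study chose the genes on these samples. Log2 fold changes ranged from 0.76 (*Nt5e*) to 7.18 (*Havcr2*) in uninjured mice, with a median of 3.54, and from 0.81 to 6.43 in injured mice, with a median of 2.95. The paper's threshold was passed by 10 of the 11 in uninjured and 8 in injured mice. *Icos* was at 1835 ± 173 CPM in CD44 high and 133 ± 18.7 in CD44 low Tregs of uninjured mice (SD, n = 4 and 5), a log2 fold change of 3.78 (standard error 0.145, adjusted p = 1.60e-15). *Ctla4* was at 1051 ± 74.6 and 211 ± 26.5, a log2 fold change of 2.32 (standard error 0.126, adjusted p = 4.66e-13). *Il10* was at 12.3 ± 2.75 and 0.681 ± 0.7096, a log2 fold change of 4.15 (standard error 0.486, adjusted p = 2.18e-07). The ranges of CD44 high and CD44 low libraries did not overlap for any of the 11 genes in either comparison. *Havcr2* had few counts in CD44 low Tregs, and without CD44 low library 2 of uninjured mice its log2 fold change was 8.22.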

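*Il12rb* was read as *Il12rb1* and *Trnfsf8* as *Tnfsf8*. All 14 genes named for CD44 high Tregs were higher in CD44 high than in CD44 low Tregs of uninjured mice at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 9 passed the paper's threshold. In injured mice 14 were higher, 13 at an adjusted p under 0.05, and 6 passed the threshold. The counts adjusted over the list alone were the same, 14 and 13, which is not independent evidence, since the study chose the genes on these samples. Log2 fold changes in uninjured mice ranged from 0.63 (*Tgfbr1*) to 5.53 (*Il23r*). *Il23r* had 0.135 ± 0.302 CPM (SD, n = 5) in CD44 low Tregs, all of it from library 5, without which its fitted log2 fold change was 8.51. *Il22ra2* had 3 counts over the same 5 libraries, and its CPM ratio was 37.4 (95% exact counting interval 12.4 to 185). *Cxcr3* was at 253 ± 26.3 CPM in CD44 high and 40.4 ± 5.67 in CD44 low Tregs, a log2 fold change of 2.65 (standard error 0.165, adjusted p = 4.63e-12). In injured mice *Cxcl2*, at 0.935 ± 0.541 and 0.130 ± 0.170 CPM (SD, n = 4 and 6), had a log2 fold change of 2.74 (standard error 0.879, adjusted p = 0.0167). Its adjusted p was 0.0621 without CD44 high library 3 of injured mice. Over the alternatives it ranged from 0.00775 to 0.119. The 5 genes named for CD44 low Tregs were lower in CD44 high Tregs in both comparisons, 5 of 5 at an adjusted p under 0.05 over all genes and adjusted over the list alone, and 3 and 2 passed the threshold. Their log2 fold changes lay between -2.26 (*Tgfbr3*) and -0.62 (*Il2ra*) in uninjured mice and between -1.77 and -0.82 in injured mice. The libraries of the subsets did not overlap for 14 of 14 and 5 of 5 genes in uninjured mice and for 10 of 14 and 4 of 5 in injured mice, where chance gives 1.59% and 0.952%.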

CD44^high^ Tregs from injured mice had higher expression levels of *Cd22, Cxcr5* and *Il7r*, as well as genes encoding components of TNF receptor signaling pathways, such as *Tnfrsf18*, *Tnfrsf9*, and *Tnfrsf4*, when compared to uninjured mice. 

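In CD44 high Tregs *Cd22* rose from 19.6 ± 6.81 CPM (SD, n = 4) in uninjured to 64.4 ± 7.04 (SD, n = 4) in injured mice, a log2 fold change of 1.72 (standard error 0.312, adjusted p = 0.00267) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cxcr5* rose from 28.0 ± 8.54 to 78.9 ± 16.8, a log2 fold change of 1.496 (standard error 0.227, adjusted p = 0.000402). *Tnfrsf9* rose from 516 ± 35.6 to 786 ± 98.0, a log2 fold change of 0.61 (standard error 0.122, adjusted p = 0.00608). For each of these 3 genes all 4 injured libraries lay above all 4 uninjured ones, a separation that chance gives, in either direction, for 2.86% of genes. *Tnfrsf4* stood at 1037 ± 99.8 and 1372 ± 195, a log2 fold change of 0.40 (standard error 0.112, adjusted p = 0.0549). Its adjusted p was 0.0411 without CD44 high library 2 of uninjured mice and 0.0463 without CD44 high library 4 of injured mice, and over all alternatives it ranged from 0.0175 to 0.204. *Tnfrsf18* stood at 743 ± 61.6 and 849 ± 111, a log2 fold change of 0.19 (standard error 0.112, adjusted p = 0.444). *Il7r* stood at 344 ± 29.3 and 355 ± 37.3, a log2 fold change of 0.05 (standard error 0.162, adjusted p = 0.930), a difference smaller than the spread between replicates. It was -0.01 without CD44 high library 4 of uninjured mice and -0.03 without CD44 high library 3 of injured mice. Of the 6 genes, 6 had a positive log2 fold change, 3 at an adjusted p under 0.05 over all genes and 4 when adjusted over the list alone, which is not independent evidence, since the study chose the genes on these samples. Among CD44 low Tregs *Il7r* rose from 135 ± 20.9 (SD, n = 5) to 328 ± 83.6 (SD, n = 6), a log2 fold change of 1.28 (standard error 0.144, adjusted p = 1.72e-05). *Tnfrsf18*, *Tnfrsf9* and *Tnfrsf4* rose there by log2 fold changes of 0.42, 0.48 and 0.41, with adjusted p of 0.0125, 0.00873 and 0.0131. *Cd22* and *Cxcr5* had adjusted p of 0.0859 and 0.0908 in CD44 low Tregs. Without CD44 low library 3 of uninjured mice the first was 0.0458. Without CD44 low library 1 of uninjured mice the second was 0.0356, and without injured CD44 low library 5_2 it was 0.0358. Over all alternatives the adjusted p in CD44 low Tregs ranged from 0.0167 to 0.207 for *Cd22* and from 0.0356 to 0.155 for *Cxcr5*.

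**Figure D2:**
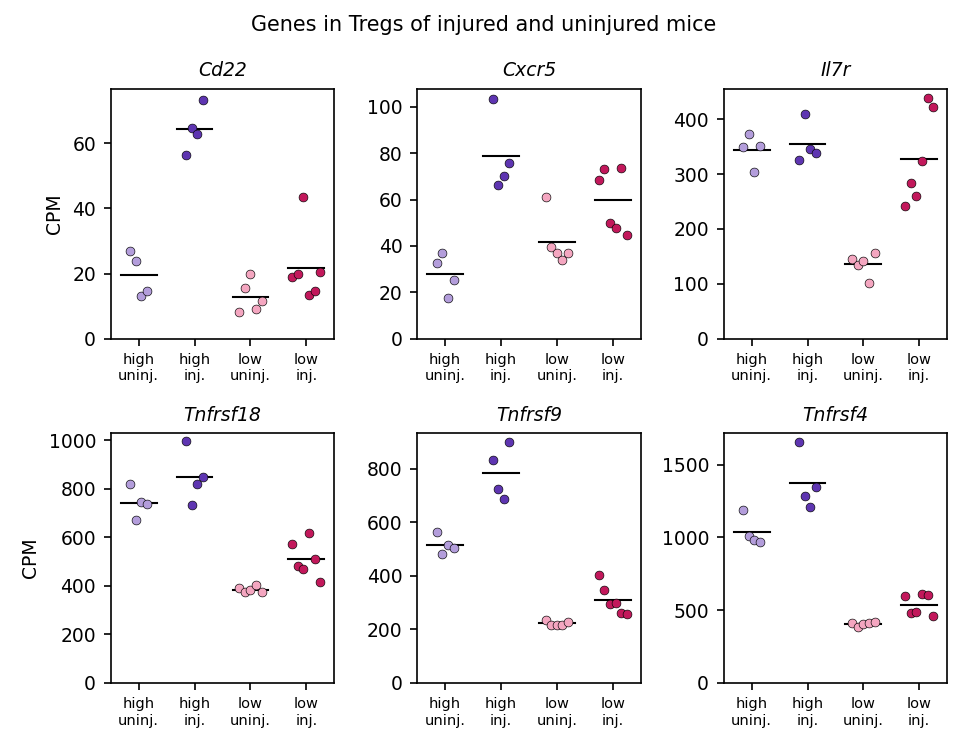
CPM of *Cd22*, *Cxcr5*, *Il7r*, *Tnfrsf18*, *Tnfrsf9* and *Tnfrsf4* in each library of the 4 groups, with a line at each group's mean. The injured CD44 high libraries lie above the uninjured ones for *Cd22*, *Cxcr5*, *Tnfrsf9* and *Tnfrsf4*, and overlap them for *Il7r* and *Tnfrsf18*.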

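The gene *Ifngr1*, the symbol in the files for the interferon gamma receptor, and *Cd69* were compared between injured and uninjured mice in each subset. *Cd69* stood at 250.3 ± 27.0 CPM (SD, n = 4) in CD44 high Tregs of injured mice and 143 ± 15.8 (SD, n = 4) of uninjured mice, a log2 fold change of 0.81 (standard error 0.139, adjusted p = 0.00157) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among CD44 low Tregs it stood at 313 ± 39.2 (SD, n = 6) and 155 ± 28.1 (SD, n = 5), a log2 fold change of 1.01 (standard error 0.120, adjusted p = 2.69e-05). *Ifngr1* had a log2 fold change of 0.76 (standard error 0.0909, adjusted p = 2.69e-05) in CD44 low Tregs. In CD44 high Tregs it stood at 418 ± 46.3 and 319 ± 29.3 CPM, a log2 fold change of 0.39 (standard error 0.105, adjusted p = 0.0487), and the ranges overlapped. This call rested on single libraries. Its adjusted p was 0.141, 0.118 or 0.0994 without CD44 high library 2, 4 or 5 of uninjured mice, and 0.128, 0.111 or 0.144 without CD44 high library 2, 4 or 5 of injured mice, and over all alternatives it ranged from 0.0118 to 0.144. Both genes were past an adjusted p of 0.05 in both subsets over all genes and adjusted over the list alone, which is not independent evidence, since the study chose them on these samples. The difference between the subsets in the response had an adjusted p of 0.753 for *Cd69* and 0.282 for *Ifngr1*.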

Tregs from injured mice showed higher counts of *Cd69* and *Ifnr1* in both CD44^high^ and CD44^low^ groups. Notable transcription factor genes highly expressed in CD44^high^ subsets were *Arnt2* (involved in responses to environmental stimuli), *Prdm1* (tissue-resident memory T cell signaling), *Atf6* (endoplasmic reticulum [ER]stress sensor), *Mybl2* (cell survival, proliferation, and differentiation); *Crem* (cAMP responsive element), T cell related genes (*Tbx21*, *Gata3*, *Rora*, *Irf4*, *Maf*, *Id2*, *Nfil3*), as well as cell cycle-related genes and some zinc finger proteins (**Figure 2C**). 

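All 12 transcription factor genes were higher in CD44 high than in CD44 low Tregs, in uninjured and in injured mice, at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 10 passed the paper's threshold in each comparison. Adjusted over the list alone, 12 and 12 were higher, which is not independent evidence, since the study chose the genes on these samples. *Rora* was at 309 ± 22.6 CPM in CD44 high and 35.8 ± 2.69 in CD44 low Tregs of uninjured mice (SD, n = 4 and 5), a log2 fold change of 3.11 (standard error 0.110, adjusted p = 7.61e-16). *Id2* had a log2 fold change of 3.19 (standard error 0.121, adjusted p = 1.31e-15) and *Maf* one of 3.03 (standard error 0.236, adjusted p = 2.54e-10). *Mybl2* had the largest, 6.21 (standard error 0.456, adjusted p = 8.76e-11), from 0.267 ± 0.293 CPM in CD44 low Tregs. In injured mice the log2 fold changes ranged from 0.97 (*Gata3*) to 3.89 (*Mybl2*). For all 12 genes the CD44 high and CD44 low libraries did not overlap in either comparison. *Arnt2* had a log2 fold change of 4.31 (standard error 0.478, adjusted p = 9.40e-08) in uninjured mice, and 5.26 without CD44 low library 2.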

There were 24 differentially expressed (DE) genes increased and 25 DE genes decreased due to injury in the CD44^high^ subset, and 35 increased and 15 decreased in the CD44^low^ subset (**Figure 2D**). 

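At an unadjusted p under 1e-06 and a change of 2-fold or more, edgeR's quasi-likelihood test counted 14 genes higher and 3 lower in CD44 high Tregs after injury, and 10 higher and 4 lower in CD44 low Tregs, of 11464 tested. At an adjusted p under 0.05 without a fold threshold the counts were 121 higher and 152 lower in CD44 high, and 486 higher and 385 lower in CD44 low Tregs. The balance of directions in CD44 low Tregs moved with scaling and libraries, to 630 and 362 with RLE factors and to 858 and 890 without libraries 1_2, 4_2 and 5_2. With these 3 alone 68.1% were higher, against 55.8% with all 6. Among the tools at the paper's threshold, DESeq2 on the compared groups alone moved a count most, to 41 genes lower in CD44 high Tregs. DESeq2 is the tool the paper names. Fitted on all 4 groups, it called 20 genes higher and 19 lower in CD44 high Tregs, and 28 and 14 in CD44 low Tregs. *Ddit4* was the 1 gene called higher in both subsets. At an adjusted p under 0.05, 41 genes were higher and 30 lower in both, and 4 went in opposite directions. In CD44 high Tregs the genes of smallest p were *Satb1* with a log2 fold change of 1.56 (standard error 0.130, adjusted p = 2.26e-07), *Dennd2d* with 1.30 (standard error 0.117, adjusted p = 5.29e-07), and then *Gpr183*, *Dtx1* and *Cd9* with log2 fold changes of 1.85, 1.63 and 1.28. *Satb1*, *Dennd2d* and *Cd9* were higher in every CD44 low library than in any CD44 high library, while the ranges of *Gpr183* and *Dtx1* overlapped. CD44 low cells in the injured CD44 high samples could therefore add to the rises of *Satb1*, *Dennd2d* and *Cd9*. The 3 lower genes were *Zfp36*, *Fgl2* and *Lmna*, with log2 fold changes of -1.15, -1.40 and -1.38. Among CD44 low Tregs the genes of smallest p were *Pik3ip1* with 1.08 (standard error 0.106, adjusted p = 4.82e-06), *Ddit4* with 1.33 (standard error 0.145, adjusted p = 1.28e-05), and then *Il7r*, *Tsc22d3* and *Lgmn*, the last 2 with 1.29 and 1.08. The 4 lower genes were *Zfp658*, *Sun2*, *Hspa1a* and *Hspa1b*. Single libraries moved these counts. The count higher in CD44 high Tregs was 8, 9, 8 or 8 without CD44 high library 2, 3, 4 or 5 of uninjured mice, and 9, 8 or 7 without CD44 high library 3, 4 or 5 of injured mice. The count lower was 1 without CD44 high library 3 or 4 of uninjured mice or CD44 high library 2, 4 or 5 of injured mice. Without injured CD44 low library 5_2 the counts in CD44 low Tregs were 16 higher and 13 lower. With the injured CD44 low libraries 1, 2 and 5 alone, 13 genes were higher and 19 lower. With libraries 1_2, 4_2 and 5_2 alone, 11 were higher and 1 lower, and 3 of the higher genes were shared between both sets.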

DE genes in CD44^high^ versus CD44^low^ Tregs in both the uninjured and injured groups are shown in **Figures S2C, D**. 

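In uninjured mice the genes of smallest p that were higher in CD44 high Tregs were *Ccr2*, *Rora*, *Cxcr6*, *Ccnb2* and *Id2*. *Ccnb2* stood at 166 ± 8.99 CPM in CD44 high (SD, n = 4) and 2.28 ± 0.779 in CD44 low Tregs (SD, n = 5), a log2 fold change of 6.16 (standard error 0.231, adjusted p = 1.29e-15) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lower ones were *Satb1* with a log2 fold change of -3.83 (standard error 0.137, adjusted p = 7.61e-16), *Bcl2* with -3.48 (standard error 0.169, adjusted p = 5.42e-14), *Ly6c1* with -4.49 (standard error 0.200, adjusted p = 1.36e-14), *Evl* with -2.43 (standard error 0.111, adjusted p = 2.17e-14) and *Tcf7* with -1.91 (standard error 0.0899, adjusted p = 3.35e-14). In injured mice the higher ones were *Ccr2*, *Icos*, *Rora*, *Cxcr6* and *Il1r2*. The lower ones were *Ly6c1*, *Bcl2*, *Igf2r*, *Rcn1* and *Ccr7*, with log2 fold changes of -4.00, -3.01, -2.25, -1.94 and -1.69. For every gene of this paragraph the CD44 high and CD44 low libraries did not overlap, which was a condition for choosing it.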

Among genes with a P value < 10^-6^, there were 1006 genes with an increase of 2-fold or more and 486 genes with a decrease of 2-fold or more in the uninjured group CD44^high^ Tregs. 

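By edgeR's quasi-likelihood test on the 4 CD44 high and 5 CD44 low libraries of uninjured mice, in the model of all 19 libraries, 715 genes were higher and 236 lower in CD44 high Tregs at the same threshold. At an adjusted p under 0.05 the counts were 2837 and 2443. The lower count moved most between tools, to 544 with DESeq2 on the compared groups alone and 420 with DESeq2 on all 4 groups. The higher count was 875 and 923 there. With each library left out in turn, the counts lay between 607 and 651 and between 183 and 219, and 552 of the 715 and 161 of the 236 genes were called whichever library was left out.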

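In the injured groups, with 4 CD44 high and 6 CD44 low libraries, 518 genes were higher and 170 lower in CD44 high Tregs by edgeR's quasi-likelihood test at the paper's threshold. At an adjusted p under 0.05 the counts were 2307 and 1976. DESeq2 on all 4 groups gave 670 and 280. With each library left out in turn they lay between 446 and 489 and between 125 and 192. Without the CD44 low libraries 1_2, 4_2 and 5_2 they were 384 and 145, and with these 3 alone 363 and 229.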

In the injured group, gene counts were 743 and 313, respectively. Upon burn injury, 24 genes were upregulated and 25 downregulated in the CD44^high^ Tregs, for the CD44^low^ Tregs, 35 upregulated and 15 downregulated (**Figure 2E**). 

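Figure 2E labels 14 genes for each subset. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all 14 had an adjusted p under 0.05 in CD44 high Tregs, the highest 0.0125, and 3 (*Satb1*, *Cd9* and *Cxcr5*) passed the paper's threshold. The injured and uninjured libraries did not overlap for any of the 14, where chance gives 2.86%. Of the 14, 8 were higher and 6 lower. The largest changes were those of *Clu*, with a log2 fold change of 4.20 (standard error 0.753, adjusted p = 0.00230) from 0.173 ± 0.146 CPM (SD, n = 4), and *Hspa1a*, with -3.94 (standard error 0.742, adjusted p = 0.00350). *Irs2* fell from 159.8 ± 49.0 to 30.6 ± 6.62 CPM, a log2 fold change of -2.39 (standard error 0.388, adjusted p = 0.000898), and *Ccr10* from 228 ± 34.6 to 83.8 ± 11.5 CPM, one of -1.44 (standard error 0.222, adjusted p = 0.000438). *Tbx21* had a log2 fold change of -1.20 (standard error 0.200, adjusted p = 0.00121). Single libraries decided 2 calls. *Ccl8*, with 2.83 (standard error 0.622, adjusted p = 0.0125), had an adjusted p of 0.0596 without CD44 high library 3 of uninjured mice and 0.0774 without CD44 high library 5 of injured mice. *Dlk1*, with -2.57 (standard error 0.518, adjusted p = 0.00850), had 0.0508 without CD44 high library 3 of uninjured mice. Over the alternatives the adjusted p ranged from 0.000266 to 0.0774 for *Ccl8* and from 4.76e-05 to 0.0508 for *Dlk1*. Among CD44 low Tregs all 14 had an adjusted p under 0.05, the highest 0.0148, 9 passed the threshold and 10 did not overlap, where chance gives 0.433%. Of the 14, 10 were higher and 4 lower. *S100a6* rose from 18.9 ± 3.92 (SD, n = 5) to 44.7 ± 13.5 CPM (SD, n = 6), a log2 fold change of 1.24 (standard error 0.176, adjusted p = 0.000249), and *Lgals3* from 1.64 ± 0.970 to 6.10 ± 1.47 CPM, one of 1.86 (standard error 0.276, adjusted p = 0.000402). In uninjured CD44 high Tregs these 2 genes stood at 555 and 163 CPM. Shares of 5.79% and 4.07% CD44 high cells in the injured CD44 low samples would give their rises. For *Ccnb2*, *Ccr10*, *Cxcr6* and *Klrg1* the shares would be 4.29%, 3.20%, 2.61% and 1.34%. A mixture and a change of expression cannot be told apart for these genes. *Sun2* had a log2 fold change of -1.99 (standard error 0.261, adjusted p = 8.84e-05) and *Zfp658* one of -1.63 (standard error 0.210, adjusted p = 7.61e-05). *Hspa1a* fell from 13.9 ± 13.8 to 0.307 ± 0.258 CPM, and *Hspa1b* from 34.0 ± 26.1 to 2.32 ± 1.16. Both genes varied most in the uninjured groups, with *Hspa1a* at 37.6 CPM in CD44 low library 5 and 22.6 in CD44 high library 5. *Gas2l3* and *Hrh4* had 0 counts in the 5 CD44 low libraries of uninjured mice and 26 and 27 counts in the 6 of injured mice. Against a floor of 3 counts over the group they were at least 7.04-fold and at least 7.31-fold higher. Adjusted over the list alone, all 14 genes passed in each subset, which is not independent evidence, since the study chose them on these samples.

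**Figure D3:**
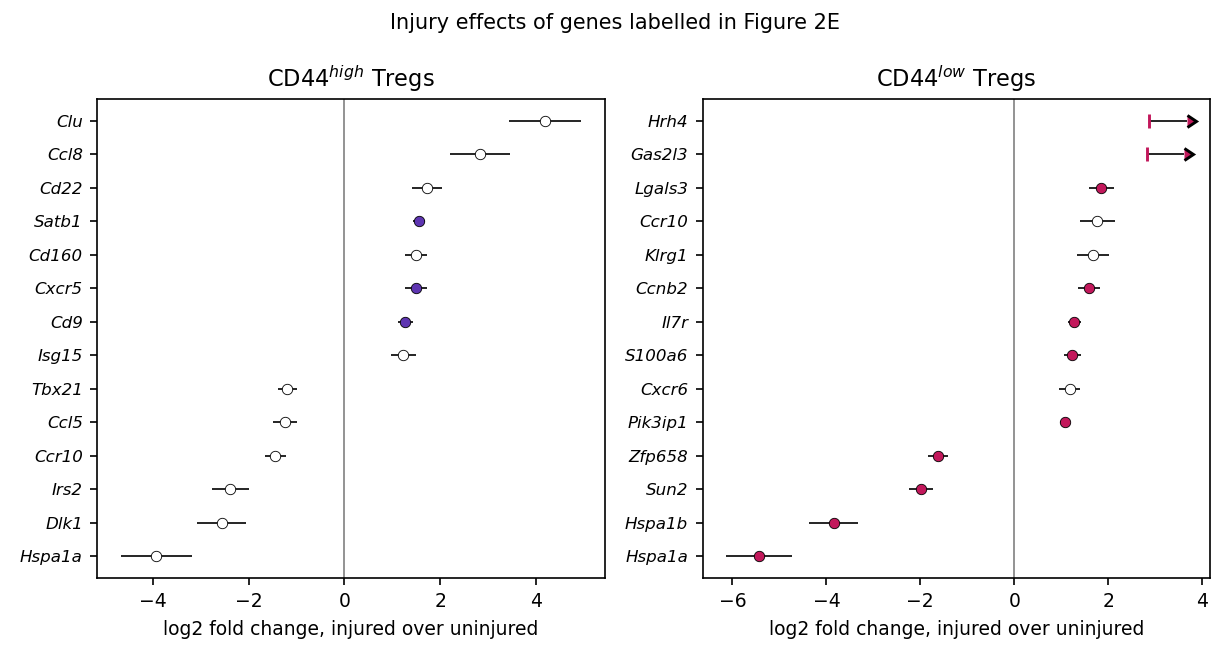
Log2 fold change after injury, with its standard error, of the 14 genes labelled in Figure 2E for CD44 high and the 14 for CD44 low Tregs. Filled points passed an unadjusted p under 1e-06 and a 2-fold change (3 and 9 genes), open points did not. Arrows start at the lower bounds of *Gas2l3* and *Hrh4*, which had 0 counts in CD44 low Tregs of uninjured mice.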

Taken together, the bulk RNA sequencing results indicate that CD44^low^ and CD44^high^ Tregs are transcriptionally distinct populations.

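Of the 518 genes higher in CD44 high than in CD44 low Tregs of injured mice, 473 (91.3%) were also called in uninjured mice, and of the 170 lower ones 135 (79.4%). None of the genes called in both comparisons changed direction. Pearson's r of log2 CPM between a CD44 high and a CD44 low library, across genes, ranged from 0.860 to 0.879 in uninjured and from 0.878 to 0.932 in injured mice. Between injured and uninjured libraries of one subset it ranged from 0.952 to 0.976 in CD44 high and from 0.943 to 0.972 in CD44 low Tregs. The paper reads its bulk RNA-seq results, taken together, as support for CD44 low and CD44 high Tregs being distinct populations at the level of the transcriptome.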

**Figure 2:**
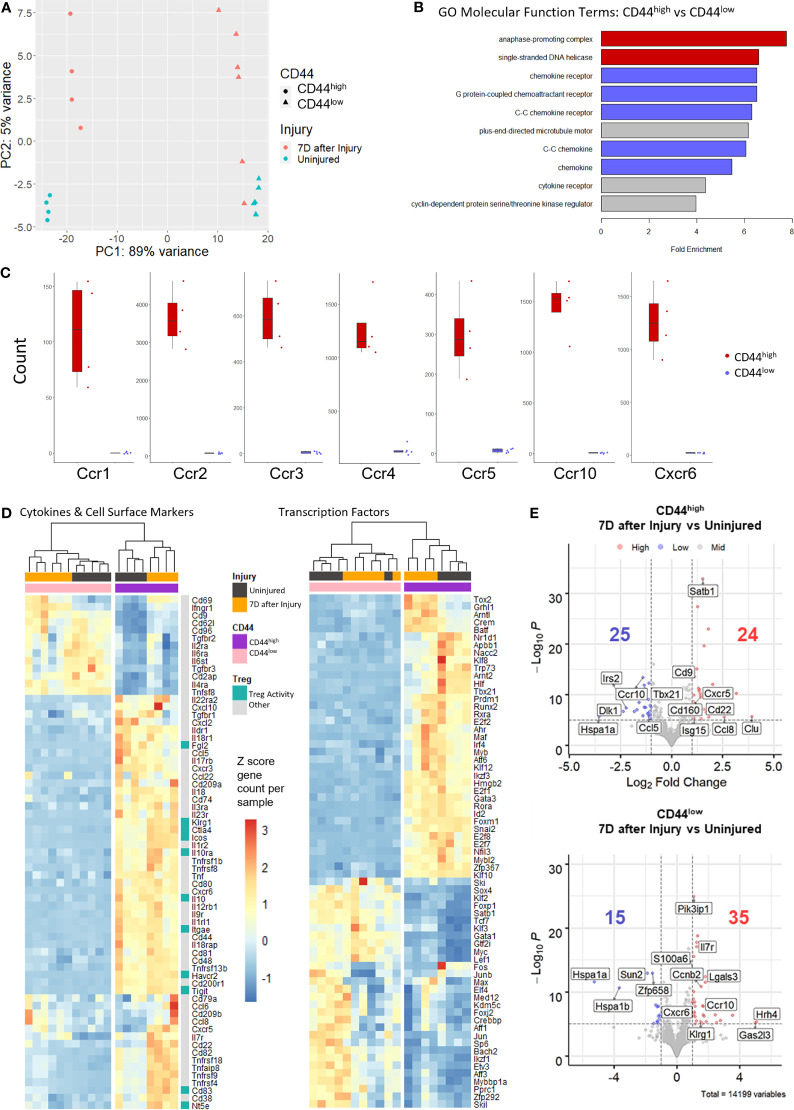
Bulk RNA sequencing of sorted CD44^high^ and CD44^low^ Tregs from the lymph nodes of uninjured and injured mice. **(A)** Principal component analysis (PCA) plots demonstrating Treg subset distribution based on gene expression from uninjured and injured mice. **(B)** Bar plots of Gene Ontology (GO) molecular function analysis of the top 2000 genes upregulated in CD44^high^ versus CD44^low^ Tregs shows enrichment of cell division (red), chemokine receptor and chemokines (blue), and other (gray) terms. **(C)** Box plots illustrating the difference in chemokine receptor gene counts between CD44^high^ and CD44^low^ Tregs. **(D)** Gene expression levels of cytokines and cell surface markers and transcription factors (rows) in injured (black bars) and uninjured (orange bars) CD44^high^ (purple bars) and CD44^low^ (pink bars) Tregs (columns) from the top 2000 genes with the highest stabilized variance. **(E)** Volcano plots of injured vs. uninjured groups plotted as Log_2_-fold change of differentially expressed (DE) genes in CD44^high^ and CD44^low^ Treg subsets. Genes with a p value less than 10^-6^ are colored blue if the gene shows a decrease of more than 2-fold and red if the gene shows an increase of more than 2-fold. Key DE genes are labeled. Counts of significantly up or down regulated genes are given with respective colors.

### Injury Induces Greater Changes in T Cell Receptor (TCR)α and TCRβ Clonality and Diversity in CD44^high^ Treg Subsets

The experimental scheme for TCRα and TCRβ repertoire analysis is shown in **Figure 3A**. Treg TCR clonality and diversity were identified by RNA sequencing using the iRepertoire analytical platform. A summary of the TCR sequencing dataset is provided in **Supplementary Table 2**. Without injury, CD44^high^ Tregs were found to have higher TCRα/TCRβ clonality than CD44^low^ Tregs as determined lower D50 and diversity index (Di) values (**Figure 3B**). The D50 value indicates the percentage of TCR CDR3 sequences that account for 50% of the total unique CDR3 sequence reads, so low D50 values would indicate high clonality (41, 42). Interestingly, the D50 value decreased for TCRα in CD44^high^ Tregs (uninjured = 9.7, injured = 5.5), but D50 for TCRβ did not change following injury suggesting that TCRα clonality is influence by injury. The Di values and curves support that CD44^high^ Tregs have lower TCR diversity than CD44^low^ Tregs (**Figure 3B**). The Di values were much lower for CD44^high^ Tregs (TCRα/13.3, TCRβ/10.8) as compared to CD44^low^ Tregs (TCRα/31.3, TCRβ/35.2). The shape of the diversity curves shown in **Figure 3B** illustrates that injury increased TCR diversity in CD44^high^ Tregs by altering the curve to be closer to the diagonal dashed line, which identifies full TCR diversity. Accordingly, CD44^low^ Tregs showed higher diversity than CD44^high^ Tregs since the diversity curves are much closer to the diagonal line. Treemap plots illustrate that injury increased the diversity of CD44^high^ Tregs, which is likely due to emergence of new CD44^high^ Tregs or movement of CD44^high^ Tregs from other tissues into lymph nodes following injury (**Figures 3C, D**). Plots comparing the top 10 TCRA and TCRB sequence percentages between CD44^high^ and CD44^low^ Tregs further support differences in TCRα and TCRβ clonality between these Treg populations (**Figures 3E, F**).

**Figure 3:**
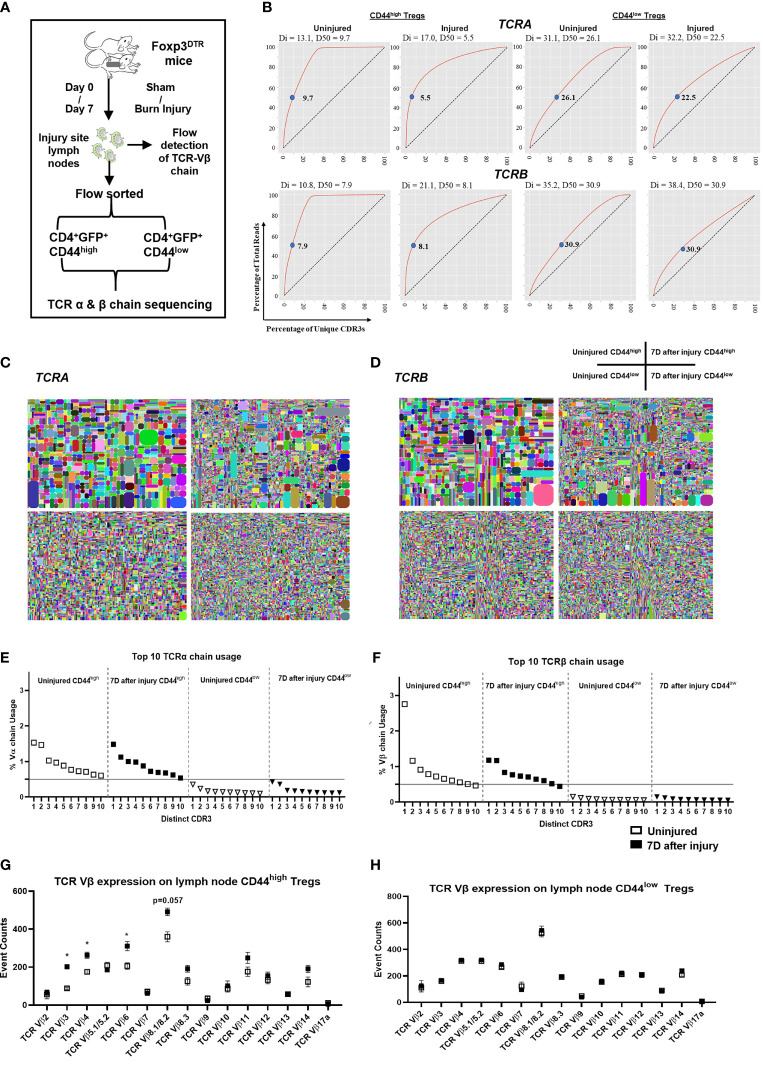
Injury induces greater changes in αβ TCR oligoclonality as well as diversity in CD44^high^ Tregs than in CD44^low^ Tregs. **(A)** Experimental scheme of TCR repertoire analysis in injured and uninjured FoxP3^DTR^ mice. **(B)** Diversity curves illustrating the diversity of TCRA and TCRB sequences in CD44^high^ and CD44^low^ Treg populations from uninjured and injured mice. Curves show the cumulative percentage of total CDR3 sequence reads as a function of the percentage of unique CDR3 sequences. Curves further from the dashed line diagonal have higher clonality. D50 values (blue dots) indicate the percentage of unique CDR3 sequences that account for 50% of the total CDR3 sequence reads. Di values are shown above each graph. Treemap plots of TCRα **(C)** and TCRβ **(D)** sequencing analysis to illustrate TCR clonotype events from TCR RNA sequencing analysis. Each TCR clonotype is represented by a colored shape and the size of the shape reflects the frequency of each CDR3 clonotype variant. Smaller shapes and more varied colors equate to greater diversity in TCR clonality. Top 10 TCR-Vα usage **(E)** and TCR-Vβ usage **(F)** among CD44^high^ and CD44^low^ Tregs. Flow cytometry analysis of TCR-Vβ chain expression on **(G)** CD44^high^ and **(H)** CD44^low^ Tregs using 14 TCR-Vβ specific antibodies. Bars represent the mean ± SEM. Data were analyzed non-parametric by multiple Mann-Whitney test and are denoted by *P<0.05 or P value compared to injured control. Data represents 3 independent experiments (n=4 mice per group).

Next, specific TCR-Vβ chain expression on Tregs prepared from 2 different inbred lines of injured mice were compared by flow cytometry. Among the 14 different TCR-Vβ chains tested, Tregs expressing TCR-Vβ 3, 4, and 6 were expanded in the CD44^high^ Treg population from injured C57BL/6 mice and TCR-Vβ 4, 6, 8.1/8.2, 8.3, and 14 were expanded CD44^high^ Treg from injured BALB/c mice. No TCR-Vβ expansion was observed on CD44^low^ Tregs or conventional CD4^+^ T cells in either inbred mouse lines (**Figures 3G, H**; **Figures S3A, B**). Thus, the oligoclonal expansion of CD44^high^ Tregs is not restricted to a single inbred mouse strain with different TCR repertoires and only CD44^high^ Tregs expanded in response to injury.

### Single-Cell TCR and RNA Sequencing Identifies Injury-Induced Expanded TCR Clonotypes With Matched Transcriptome Profiles

Paired single-cell TCR and RNA sequencing on FACS sorted FoxP3-GFP^+^ cells was performed to identify αβ TCR clonotypes and matched transcriptome expression profiles in Tregs from injured and uninjured mice (**Figure 4A**). Quality control was performed on single-cell RNA sequencing data to exclude doublets and dying cells (**Figure S4**). Consistent with above TCR repertoire analysis done by the iRepertoire sequencing approach, we observed 182 expanded clonotypes (2 or more paired TCRαβ clones) in Tregs from burn injured mice and 83 clonotypes in uninjured mice (**Figure 4B**). There were no overlapping paired TCR clonotypes among the top 10 clonotypes identified in CD44^high^ or CD44^low^ Tregs from injured or uninjured mice. However, the frequency of Tregs with expanded TCR clonotypes was markedly higher in injured mice as compared to uninjured mice (**Table 1**). We next classified Treg scRNAseq clusters that have 15% or more of their cells with 2 or more paired TCR clonotypes as having an “expanded phenotype” (**Figure S4E, F**). Treg-related genes such as *Klrg1*, *S100a4*, *Tigit*, *S100a6*, *Icos* and *Itgae* were found to be significantly differentially expressed in expanded as compared to non-expanded Tregs (**Figure 4C**). Moreover, t-SNE plots showed that *Klrg1*, *S100a4*, *Tigit*, *S100a6*, *Icos* and *Itgae* expression overlapped in the areas of the t-SNE cell atlas where cells with expanded TCR clonotypes were found (**Figure 4D**). Expression *Cd44* was also found to be correlative with the expanded populations. Gene ontology (GO) analysis of the top differentially expressed genes between the expanded and non-expanded populations found the most significant GO term hits to be SRP-dependent translational protein targeting to membrane, T cell activation, negative regulation of immune system process, and T cell selection (**Figure 4E**). These results suggest that injury expanded Tregs acquire a highly activated phenotype.

**Figure 4:**
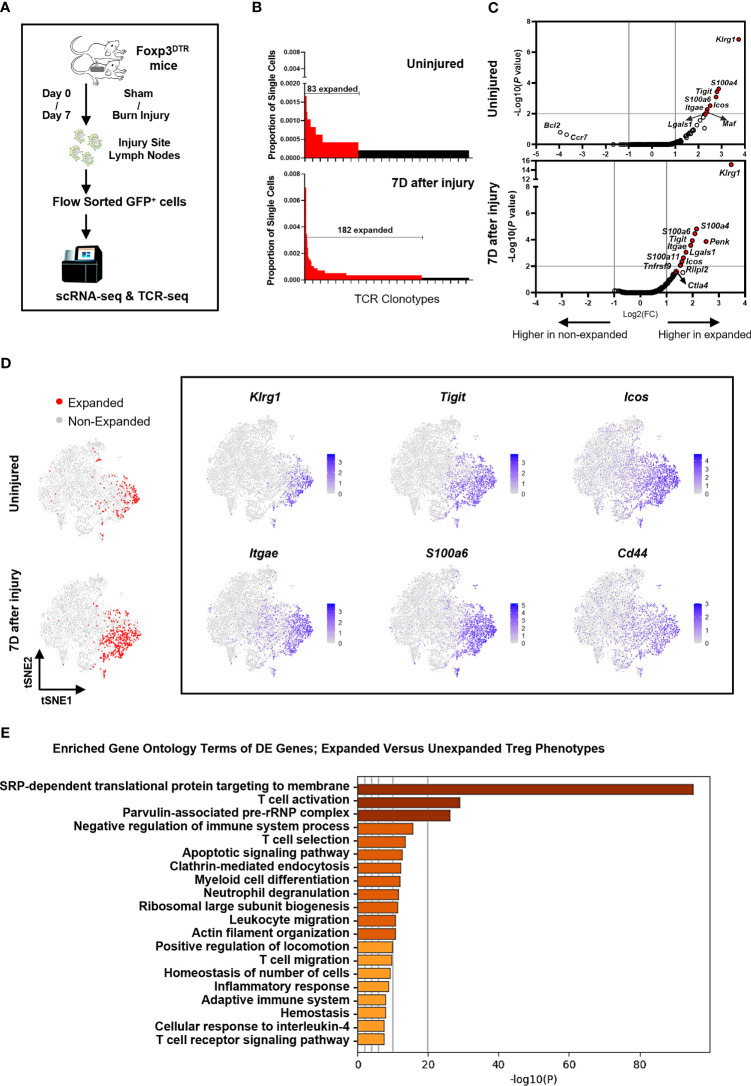
Injury induces a KLRG1^+^ Treg subset with expanded TCR clonotypes. **(A)** Experimental scheme of scRNAseq and scTCRseq analysis of FACS sorted FoxP3-GFP^+^ Tregs from the lymph nodes of mice at 7 days after sham or burn trauma injury. **(B)** Comparison of the frequencies of the top 255 TCR clonotypes in Tregs from uninjured and injured mice. Red bars depict expanded (>2) TCR clonotypes. **(C)** Volcano plots showing genes that are differentially expressed between expanded and non-expanded Tregs from uninjured and injured mice. **(D)** tSNE plots showing the location of expanded Tregs identified by TCR sequencing, as well as the expression of 6 highly differentially expressed genes in injury expanded Tregs. **(E)** Bar plots showing enriched gene ontology (GO) terms that are significantly different between clusters of expanded versus unexpanded Tregs. These GO term plots were generated using the Metascape gene annotation and analysis resource (43).

**Table 1:** Top 10 TCRα/β paired clonotypes in Tregs from injured and uninjured mice.

Injured	Type	V genes	J genes	C genes	CDR3s	Frequency	Proportion
**1**	TRA	TRAV13-2	TRAJ39	TRAC	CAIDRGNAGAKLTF	40	0.698%
	TRB	TRBV5	TRBJ2-7		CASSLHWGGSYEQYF		
**2**	TRA	TRAV13-1	TRAJ17	TRAC	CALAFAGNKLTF	20	0.349%
	TRB	TRBV1	TRBJ1-5	TRBC1	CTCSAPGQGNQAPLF		
**3**	TRA	TRAV9D-1	TRAJ43	TRAC	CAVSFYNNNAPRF	17	0.297%
	TRB	TRBV19	TRBJ1-6	TRBC1	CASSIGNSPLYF		
**4**	TRA	TRAV14-3	TRAJ57	TRAC	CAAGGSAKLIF	14	0.244%
	TRB	TRBV31	TRBJ2-1		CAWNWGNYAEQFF		
	TRB	TRBV4	TRBJ1-5	TRBC1	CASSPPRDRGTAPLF		
**5**	TRA	TRAV7D-4	TRAJ6	TRAC	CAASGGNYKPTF	10	0.174%
	TRB	TRBV5	TRBJ2-5		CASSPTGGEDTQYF		
**6**	TRA	TRAV4-4-DV10	TRAJ50	TRAC	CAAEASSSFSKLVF	9	0.157%
	TRB	TRBV5	TRBJ1-1	TRBC1	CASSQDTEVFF		
**7**	TRA	TRAV6-5	TRAJ7	TRAC	CALPDYSNNRLTL	9	0.157%
	TRB	TRBV19	TRBJ2-7		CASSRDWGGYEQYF		
**8**	TRA	TRAV6-6	TRAJ34	TRAC	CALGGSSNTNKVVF	9	0.157%
	TRB	TRBV12-2	TRBJ2-7		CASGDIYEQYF		
**9**	TRA	TRAV5N-4	TRAJ17	TRAC	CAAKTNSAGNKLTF	8	0.140%
	TRB	TRBV16	TRBJ2-4		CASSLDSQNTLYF		
**10**	TRA	TRAV12D-2	TRAJ57	TRAC	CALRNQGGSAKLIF	6	0.105%
	TRB	TRBV16	TRBJ2-5		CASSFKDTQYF		
**Uninjured**	**Type**	**V genes**	**J genes**	**C genes**	**CDR3s**	**Frequency**	**Proportion**
**1**	TRA	TRAV21-DV12	TRAJ40	TRAC	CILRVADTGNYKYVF	8	0.166%
	TRB	TRBV23	TRBJ1-1	TRBC1	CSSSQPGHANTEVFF		
**2**	TRA	TRAV6N-6	TRAJ6	TRAC	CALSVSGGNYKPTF	8	0.166%
	TRB	TRBV1	TRBJ2-5		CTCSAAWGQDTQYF		
**3**	TRA	TRAV4D-3	TRAJ21	TRAC	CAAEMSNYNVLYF	6	0.124%
	TRB	TRBV26	TRBJ2-7		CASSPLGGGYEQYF		
**4**	TRA	TRAV10	TRAJ50	TRAC	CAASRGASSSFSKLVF	5	0.104%
	TRB	TRBV31	TRBJ2-4		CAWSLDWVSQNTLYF		
**5**	TRA	TRAV21-DV12	TRAJ39	TRAC	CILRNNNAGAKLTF	5	0.104%
	TRB	TRBV13-3	TRBJ2-7		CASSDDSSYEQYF		
**6**	TRA	TRAV6-5	TRAJ34	TRAC	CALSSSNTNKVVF	5	0.104%
	TRB	TRBV5	TRBJ2-5		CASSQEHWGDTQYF		
**7**	TRA	TRAV7-4	TRAJ52	TRAC	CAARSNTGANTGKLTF	5	0.104%
	TRB	TRBV1	TRBJ2-3		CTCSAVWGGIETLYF		
**8**	TRA	TRAV13-4-DV7	TRAJ37		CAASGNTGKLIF	4	0.083%
	TRB	TRBV12-2	TRBJ2-2	TRAC	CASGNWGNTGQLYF		
**9**	TRA	TRAV14-1	TRAJ12		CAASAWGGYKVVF	4	0.083%
	TRB	TRBV2	TRBJ2-7	TRAC	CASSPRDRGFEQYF		
**10**	TRA	TRAV15-2-DV6-2	TRAJ34	TRAC	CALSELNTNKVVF	4	0.083%
	TRA	TRAV9-1	TRAJ34	TRAC	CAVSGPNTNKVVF		
	TRB	TRBV19	TRBJ2-5		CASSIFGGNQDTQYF		

### CyTOF Analysis Identifies CD44^high^ and CD44^low^ Treg Clusters and Validates Differentially Expressed Genes at the Protein Level

Density contour plots of CyTOF staining data analyzed by tSNE for dimensionality reduction shows injury-induced increases in cell density in regions identified as FoxP3^+^ and Helios^+^ CD4^+^ T cells (**Figures 5A, C**). CyTOF data was clustered using the SPADE algorithm and cluster 5 was identified as CD44^high^ Treg and cluster 13 as CD44^low^ Treg clusters based on CD44, ICOS, CD25, Foxp3, CLTA-4 and OX40 expression patterns (**Figure 5B** and **Figures S5A, B**). The abundance of cells within the CD44^high^ Treg cluster increased at 7 days after injury but there was no significant increase in the CD44^low^ Treg cluster (**Figure 5D**). Expression of KLRG1, ICOS, CTLA-4, ITGAE (CD103), Helios, Galectin-3, PYCARD, ICAM-1, CXCR6, and CRLF2 proteins in the CD44^high^ Treg cluster was significantly higher than that in the CD44^low^ Treg cluster (**Figure 5E**). Deeper analysis of marker expression levels on Tregs showed that injury further upregulated Helios, Galectin-3 and PYCARD expression in the CD44^high^ Treg cluster (**Figure 5F**).

**Figure 5:**
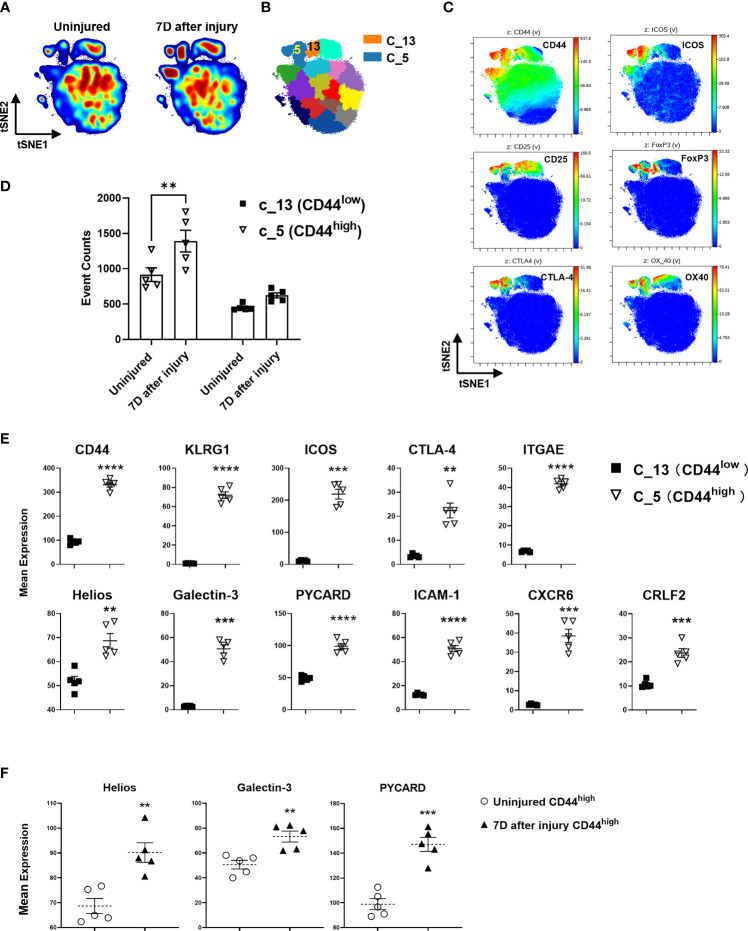
CyTOF validation of protein expression of DE genes on Treg subsets identified by RNA sequencing. **(A)** Representative density contour tSNE plots generated by 39-marker CyTOF staining of equal-sampled gated CD3^+^/CD4^+^ T cells from the lymph nodes of uninjured and injured mice, and **(B)** unsupervised computational clustering by SPADE showing phenotypic clusters as patchwork colors. Clusters 5 and 13 (C_5, C_13) are Treg subset clusters. **(C)** tSNE plots colored by the indicated antibody staining channel confirming the identification of CD44^high^ and CD44^low^ Treg subsets as well as other canonical Treg identifying markers. **(D)** Event counts from cluster 5 and 13 comparing changes in uninjured and injured mice at day 7. Bars represent the means ± SEM. Data were analyzed by two-way ANOVA, interaction P=not significant. Significant comparison by Sidak’s multiple comparisons test is denoted by ** P=0.005 (CD44^high^ cluster 5, injured versus uninjured) **(E)** Mean expression levels of select protein markers detected by CyTOF corresponding to DE genes in CD44^high^ and CD44^low^ Tregs that were identified by RNA sequencing. **(F)** The impact of injury on the expression of Helios, Galectin-3, and PYCARD in CD44^high^ Tregs 7 days after injury as measured by CyTOF staining. Bars represent the mean ± SEM of mean expression intensity levels. Data were analyzed by two-tailed unpaired t test and significance compared with uninjured control denoted by **P < 0.01, ***P < 0.001, and ****P < 0.0001. Data represent 2 independent experiments (n=5 mice per group).

## Discussion

Regulatory T cells control immune tolerance and have potent counter-inflammatory functions in infectious and non-infectious diseases (9, 10, 12, 15). A better understanding of the specific functions of Tregs in reacting to and resolving tissue injuries caused by trauma, infections, tumors, and autoimmune responses will help towards designing ways to modulate Tregs as a therapeutic to resolve or enhance immune functions in these diseases. Immune reactions against non-infectious injuries are unique because they are initiated in part by the release of alarmins and DAMPs from sterile tissue and cell damage (1, 7, 9, 12). Recent findings indicate that a subpopulation of CD44^high^ Tregs react to burn trauma in mice by expanding and upregulating CTLA-4, ICOS, and GITR (17). Furthermore, this CD44^high^ Treg population demonstrated rapid activation in the lymph nodes and displayed memory-like behavior in response to injury in adoptive transfer experiments. Given the memory-like nature of CD44^high^ Tregs, we hypothesized that these Tregs might specifically react to DAMPs or other antigens that are released or exposed to the cellular immune surveillance system following tissue injury. In this report, we used advances in systems immunology technologies to perform unbiased and precise transcriptional profiling of injury reactive Tregs.

We took advantage of the FoxP3^DTR^ mouse model because all Tregs in these mice express GFP, making it possible to purify CD44^high^ and CD44^low^ Treg subpopulations for the cellular and molecular analyses performed in this project (44). In FoxP3^DTR^ mice, we validated that CD44^high^ Tregs expanded in response to injury. The CD44^low^ Tregs showed no significant increase in percentages or numbers but did show limited injury enhanced Treg mediated suppressive activity. By directly comparing the suppressive activity between CD44^high^ and CD44^low^ Tregs from injured and uninjured mice, we discovered that the CD44^high^ Treg population was much more potent at suppressing T cell proliferation than CD44^low^ Tregs; however, injury did not further enhance their suppressor potency. We suspect that this is because CD44^high^ Tregs have naturally high suppressive activity that cannot be further increased. Their specific expansion in response to injury combined with their high suppressive activity suggests that they may control autoimmune reactivity following tissue injuries.

Originally, we predicted that CD44^high^ Tregs could be protective in trauma by restraining excessive inflammation from both tissue injury and from secondary infections and sepsis (17). We decided to test this hypothesis using a clinically relevant two-hit trauma-bacterial infection mouse model (45, 46). In opposition to this hypothesis, we observed that injured Treg-depleted mice that were given CD44^high^ Tregs by adoptive transfer had higher mortality than mice that were given CD44^low^ Tregs. This outcome suggests that the persistence of highly suppressive CD44^high^ Tregs may increase susceptibility to opportunistic infections. Consistent with this, it has been demonstrated that pediatric burn patients have increased levels of circulating memory Tregs that resemble these injury responsive CD44^high^ Tregs in mice. These burn victims also showed long-term lower vaccine responses than uninjured controls, supporting our findings that injury-responsive memory Tregs are highly immunosuppressive (47). Consistent with our findings in mice, trauma patients have increased circulating levels of Tregs that can more potently suppressive T cell proliferation and patients that develop infections or sepsis showed higher circulating levels of Tregs (9, 48).

RNA sequencing of sorted CD44^high^ and CD44^low^ Tregs from injured and uninjured mice was used to discover differentially expressed (DE) genes in Treg populations, as well as those that are significantly altered by injury. We found that the 89% of the variance in gene expression was attributed to the CD44^high^ versus CD44^low^ Treg phenotype. This finding supports that CD44^high^ and CD44^low^ Tregs are transcriptionally distinct Treg subpopulations. 

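The genes printed in the heat maps of Figure 2D, 134 in all, were used for complete-linkage clustering of the 19 libraries on z-scores of log2 CPM with Euclidean distance. The 8 CD44 high libraries formed one cluster and the 11 CD44 low libraries the other. The last join was at a height of 24.3 and the one before it at 12.9. The 19 libraries were assigned in the same way with average linkage, with 1 minus Pearson's correlation as distance, and with z-scores of CPM without logarithm. With 4 clusters, all 19 libraries fell in the cluster of their own group. The heat map genes were chosen by the study on these samples.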

Unsupervised hierarchical clustering of a subset of cytokine, cell surface marker, and transcription factor gene expression separated CD44^high^ and CD44^low^ Tregs into fully delineated clusters. 

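Over whole families rather than chosen genes, 17 of 23 chemokine receptor genes had enough counts to be tested. In uninjured mice 13 of the 17 were higher in CD44 high Tregs and 4 lower, 13 and 3 of them at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 fold change of 2.83. In injured mice 14 were higher, 13 at an adjusted p under 0.05, with a median of 2.14. *Ccr7* was the lowest, at -1.69 in injured mice. Adjusted over the list alone the higher counts were 13 and 13. Of 36 chemokine genes 10 could be tested. In uninjured mice 8 were higher in CD44 high Tregs, 6 at an adjusted p under 0.05, and in injured mice 9 and 4, and adjusted over the list alone 6 and 4. After injury, 6 of the 17 receptor genes were higher and 11 lower in CD44 high Tregs, and 14 were higher and 3 lower in CD44 low Tregs.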

The high expression of chemokines and chemokine receptors on CD44^high^ Tregs indicates that they are more mobile Treg population than CD44^low^ Tregs. In addition, the high expression of IL-1, IL-18, IL-12, IL-17 and TGFβ receptors strongly support that CD44^high^ Tregs are reacting to the pro-inflammatory tissue environment caused by injury. 

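*Il1r2* stood at 171 ± 16.5 CPM in CD44 high and 11.2 ± 1.74 in CD44 low Tregs of uninjured mice (SD, n = 4 and 5), a log2 fold change of 3.93 (standard error 0.173, adjusted p = 1.23e-14) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and of 3.72 in injured mice. *Il18r1* had log2 fold changes of 1.84 and 1.46 in uninjured and injured mice, *Il12rb1* 2.00 and 1.83, and *Il17rb* 4.54 and 3.12. *Tgfbr1* stood at 214 ± 30.0 and 138 ± 14.2 CPM in uninjured mice (adjusted p = 0.0160, and 0.0702 without CD44 high library 3, with a range of 0.00500 to 0.0702 over the alternatives). In injured mice it stood at 128 ± 45.2 and 96.6 ± 27.4 (SD, n = 4 and 6), a log2 fold change of 0.41 (standard error 0.201, adjusted p = 0.114). Its adjusted p there was 0.0186 without CD44 high library 2 and 0.0401 without CD44 low library 5, and ranged from 0.0186 to 0.767 over the alternatives. *Tgfbr3* went the other way, with a log2 fold change of -2.26 (standard error 0.317, adjusted p = 3.47e-06) in uninjured mice. Between injured and uninjured mice, 1 of the 14 cytokine and chemokine genes named for CD44 high Tregs was higher in CD44 high Tregs and 13 were lower, 3 of these at an adjusted p under 0.05 and 7 when adjusted over the list alone.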

The transcription factor genes that are more highly expressed in CD44^high^ Tregs are known to control responses to environmental stimuli, ER stress sensor, cell cycle, cAMP responsive element, immune related signaling, and tissue-resident memory T cell signaling. This transcription factor expression profile is consistent with the physiological changes caused by injuries and the enriched expression of IRF4 and Blimp1 transcription factors by CD44^high^ Tregs is consistent with a prior study that elegantly showed that these transcription factors are required for Treg differentiation and suppressive function (49). 

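*Prdm1*, which encodes Blimp1, stood at 199 ± 5.24 CPM in CD44 high and 16.6 ± 2.02 in CD44 low Tregs of uninjured mice (SD, n = 4 and 5), a log2 fold change of 3.58 (standard error 0.194, adjusted p = 4.43e-13) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In injured mice it stood at 152 ± 34.9 and 19.7 ± 5.71 (SD, n = 4 and 6), one of 2.93 (standard error 0.177, adjusted p = 4.56e-12). *Irf4* stood at 108 ± 9.47 and 44.8 ± 10.6 in uninjured mice, a log2 fold change of 1.27 (standard error 0.223, adjusted p = 6.22e-05), and at 87.5 ± 24.3 and 34.0 ± 11.5 in injured mice, one of 1.37 (standard error 0.214, adjusted p = 1.93e-05). Between injured and uninjured CD44 high Tregs, 2 of the 12 transcription factor genes named in the results were higher and 10 lower, 1 of these (*Tbx21*) at an adjusted p under 0.05 by edgeR's quasi-likelihood test and 6 when adjusted over the list alone.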

Finally, CD44^high^ Tregs express higher levels of known Treg suppressive genes than CD44^low^ Tregs, consistent with the more potent suppressive activity of CD44^high^ compared to CD44^low^ Tregs. The injury modulated genes as well as those that are differentially expressed by CD44^high^ and CD44^low^ Tregs provide unique gene expression data sets for future data mining by us, and others interested in Treg biology or in modulating Tregs for immunotherapy.

Several possible mechanisms for injury-induced Treg expansion include antigen-specific T cell proliferation, pattern recognition receptor signaling by DAMPs, or response to cytokines and alarmins (50–52). In this study, we performed bulk and single-cell TCR repertoire analysis of Tregs using the iRepertoire PCR approach and the 10X Genomics platform with paired TCRα and TCRβ sequencing, respectively. Both approaches provided data to support CD44^high^ Treg activation by injury and clonal expansion. The iRepertoire TCR sequencing data indicate that TCRα and TCRβ chains are less diverse on CD44^high^ Tregs than CD44^low^ Tregs. However, 7 days after injury, the CD44^high^ Treg population showed an increase in TCRα/β chain diversity that was visualized in the Treemap plots. This finding supports that CD44^high^ Tregs react to and expand after burn trauma or traffic from tissues to immune compartments. There are two major subsets of Tregs in mice – thymus educated natural Tregs (nTreg) and induced Tregs (iTreg) that develop in peripheral tissues. We suspect that CD44^high^ Tregs are a population of nTreg with TCR bias towards recognizing self-antigens because they display low TCR diversity. Future studies will focus on delineating whether injury reactive Tregs are natural or induced Treg populations by lineage tracing or deeper molecular profiling approaches.

The exclusive expression of multiple chemokine receptors on CD44^high^ versus CD44^low^ Tregs supports the idea that CD44^high^ Tregs are trafficking Tregs with the capacity to respond to chemokines that are produced at sites of injury or inflammation. Chemokines are produced by Tregs and CCL2, CCL3, and CCL4 have been shown to be central to the trafficking of Tregs to sites of inflammation and tissues (53–55). Moreover, surgical trauma has been shown to induce CCL18 levels, which in turn increases tumor-site Tregs to further suppress tumor immunity (56). 

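In single libraries, *Ccr1* lay between 9.32 and 25.7 CPM in CD44 high and between 0 and 1.37 in CD44 low Tregs. The same ranges were 358 to 652 and 8.52 to 32.4 for *Ccr2*, 42.5 to 111 and 0 to 3.42 for *Ccr3*, and 175 to 245 and 15.7 to 49.7 for *Ccr4*. They were 70.6 to 261 and 0 to 5.21 for *Ccr10* and 126 to 231 and 2.03 to 10.3 for *Cxcr6*. All 4 groups are included, 8 CD44 high and 11 CD44 low libraries. *Ccr2*, *Ccr4* and *Cxcr6* had counts in every CD44 low library. In CD44 low Tregs all 6 were higher in injured than in uninjured mice, 4 of them at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and in CD44 high Tregs 1 was higher and 5 were lower. Shares of 2.82%, 2.43%, 3.20% and 2.61% CD44 high cells in the injured CD44 low samples would give the rises of *Ccr2*, *Ccr3*, *Ccr10* and *Cxcr6*. A mixture of cells therefore stays open for them.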

Plots comparing chemokine receptor gene expression on CD44^high^ versus CD44^low^ Tregs illustrate the exclusive expression of 7 different chemokine receptors on CD44^high^ Tregs and CyTOF staining showed that CXCR6 expression was restricted to CD44^high^ Tregs. We believe that the differential expression of chemokines and chemokine receptors by CD44^high^ Tregs plays a central role in their response to injury and strong suppressive activity.

Using bulk RNA sequencing, we were able to detect gene expression signatures in injury expanded versus unexpanded Tregs. Importantly, the genes that were significantly induced in expanded Tregs overlap with those found by bulk RNA sequencing of flow cytometry sorted CD44^high^ Tregs from injured mice. 

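The genes the results name for expanded Treg clonotypes were examined in the sorted populations. The 7 were *Icos*, *Itgae*, *Klrg1*, *Tigit*, *Cd44*, *S100a4* and *S100a6*. All 7 were higher in CD44 high than in CD44 low Tregs of injured mice, 7 of 7 past the paper's threshold and 7 when adjusted over the list alone, with log2 fold changes from 1.89 (*Cd44*) to 5.68 (*Klrg1*) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Klrg1* stood at 371 ± 47.4 CPM in CD44 high (SD, n = 4) and 7.20 ± 2.67 in CD44 low Tregs (SD, n = 6). Between injured and uninjured CD44 high Tregs 2 were higher and 5 lower, and *Itgae*, which was lower, with a log2 fold change of -0.73 (standard error 0.151, adjusted p = 0.00707), was the 1 gene past an adjusted p of 0.05. DESeq2 called *Cd44* lower as well. Adjusted over the list alone, 2 were lower. In CD44 low Tregs 5 of the 7 were higher after injury, 4 at an adjusted p under 0.05 and 5 when adjusted over the list alone. Shares of 3.36%, 5.79% and 1.34% CD44 high cells in the injured CD44 low samples would give the rises of *S100a4*, *S100a6* and *Klrg1*. A mixture of cells therefore stays open for these genes.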

Similar sets of genes have been identified to be upregulated in Tregs in other types of injuries and diseases that induce sterile tissue injuries (9, 10, 12). In a muscular dystrophy model, clonally expanded CD44^high^ Tregs within injured skeletal muscle express higher levels of *Klrg1, Il1rl1, Itgae, Ccr2 and Ccr4* (57). Similarly, in an acute muscle injury model, *Klrg1* expressing Tregs showed TCR clonal expansion, which resulted in enhanced healing of injured muscle (58). The Tregs identified in these studies are likely similar to those identified in our mouse burn trauma model and appear to be beneficial in injury resolution. We suspect that CD44^high^ Tregs in our burn trauma model play a similar role in resolving injury-induced tissue damage to promote healing.

We identified *Klrg1* gene expression in injury expanded Treg clonotypes and validated KLRG1 protein expression on CD44^high^, but not CD44^low^ Tregs. KLRG1^+^ Tregs have been identified in the tumor microenvironment of murine models and human samples of non-small cell lung cancer (59–61). Consistent with our findings, these KLRG1^+^ Tregs were strongly immunosuppressive (60). Severe COVID-19 patients that develop lung injury showed expanded KLRG1^+^ Tregs that express *Cxcr3*, *Il10*, *Il12b1*, *Ilrb1*, *Tbx21*, *Gata3* gene signatures similar to what was found in this study (62). Though KLRG1^+^ Tregs are normally potent immune suppressive cells, they have also been identified as being dysfunctional in autoimmune mouse models. For example, in the non-obese diabetic (NOD) mouse model, KLRG1^+^ Tregs were not suppressive and tended to differentiate into Th1-or Th17-like effector cells in the pancreas causing heightened disease (63). Similarly, in a TCR transgenic NOD mouse model, KLRG1^+^ Tregs were unable to suppress the development of type 1 diabetes (64). Thus, KLRG1^+^ Tregs represent a Treg population with plasticity that contributes to the pathogenesis of infections, cancer, and autoimmune diseases. We speculate that tissue damage might be a common stimulus for Treg activation and differentiation in these sites of infection or injury.

In summary, we identify CD44^high^ Tregs as a potently immunosuppressive population that expand in an oligoclonal manner in response to injury. Molecular profiling of CD44^high^ versus CD44^low^ Tregs indicates that they are distinct subsets with different transcriptional and functional profiles. We have not yet identified antigens or factors that contribute to their expansion. However, future studies will use the paired TCRαβ sequence information gained from injury expanded Treg clonotypes to identify antigens and antigen presenting cells that activate CD44^high^ Tregs. We propose that the activation and expansion of injury responsive Tregs is a fundamental feature of many pathological immune responses that cause tissue damage. Thus, we anticipate that these data will contribute valuable information that will help with designing novel Treg targeted therapies to modulate their behavior in trauma, infections, cancer, and autoimmunity.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, accession ID: GSE174790.

## Ethics Statement

The animal study was reviewed and approved by Brigham and Women’s Hospital IACUC.

## Author Contributions

Conceptualization: JL and FG; Methodology: FG, HL, KH, JK, AC, and FZ; Investigation: FG and HL; Visualization: FG, BH, and AG; Funding acquisition: JL; Project administration: JL and JK; Supervision: JL; Writing – original draft: FG; Writing, review, editing: AG, LC, JN, and JL. All authors contributed to the article and approved the submitted version.

## Funding

National Institutes of Health grant AI092905 and AI148232 (JL).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Distinct Injury Responsive Regulatory T Cells Identified by Multi-Dimensional Phenotyping
**Source:** Front Immunol. 2022 May 12;13:833100. doi: 10.3389/fimmu.2022.833100
**Supplement:** Supplementary Table 1 — Details of RNA-based TCR repertoire sequencing samples used for iRepertoire analysis.

**Supplementary Table 1. Details of raw RNA-based TCR repertoire sequencing data**

| Sample                                                 | Sample id | Chain | Reads   | CDR3    | Unique CDR3 | D50  | Diversity Index | Entropy | Cell numbers (X10 <sup>3</sup> ) | RNA extract(ng/μl) |
|--------------------------------------------------------|-----------|-------|---------|---------|-------------|------|-----------------|---------|----------------------------------|--------------------|
| 7D after injury CD44 <sup>high</sup> Tregs (BH)        | 158770    | TRA   | 610197  | 610197  | 13120       | 5.3  | 16.9            | 11.5    | 352                              | 14.1               |
| 7D after injury CD44 <sup>high</sup> Tregs (BH) repeat | 158771    | TRA   | 543985  | 543985  | 10693       | 5.5  | 17              | 11.5    | 352                              | 14.1               |
| 7D after injury CD44 <sup>low</sup> Tregs(BL)          | 158765    | TRA   | 301141  | 301141  | 11086       | 22.5 | 32.2            | 12.8    | 485                              | 10.68              |
| 7D after injury CD44 <sup>low</sup> Tregs(BL) repeat   | 158767    | TRA   | 355085  | 355085  | 10138       | 21.4 | 30.4            | 12.8    | 485                              | 10.68              |
| Uninjured CD 44 <sup>high</sup> Tregs (SH)             | 158769    | TRA   | 547155  | 547155  | 2339        | 9.7  | 13.3            | 9.4     | 73                               | 5.64               |
| Uninjured CD 44 <sup>high</sup> Tregs (SH) repeat      | 158772    | TRA   | 549768  | 549768  | 2279        | 8.7  | 11.9            | 9.2     | 73                               | 5.64               |
| Uninjured CD 44 <sup>low</sup> Tregs (SL)              | 158768    | TRA   | 325899  | 325899  | 4297        | 26.1 | 31.1            | 11.6    | 288                              | 12.23              |
| Uninjured CD 44 <sup>low</sup> Tregs (SL) repeat       | 158773    | TRA   | 462723  | 462723  | 6024        | 25.2 | 30.8            | 12.1    | 288                              | 12.23              |
| 7D after injury CD44 <sup>high</sup> Tregs (BH)        | 158763    | TRB   | 587382  | 587382  | 16743       | 8.1  | 21.1            | 11.9    | 352                              | 14.1               |
| 7D after injury CD44 <sup>high</sup> Tregs (BH) repeat | 158762    | TRB   | 697880  | 697880  | 15078       | 8.5  | 21.6            | 11.9    | 352                              | 14.1               |
| 7D after injury CD44 <sup>low</sup> Tregs(BL)          | 158758    | TRB   | 647467  | 647467  | 24036       | 30.9 | 38.4            | 13.1    | 485                              | 10.68              |
| 7D after injury CD44 <sup>low</sup> Tregs(BL) repeat   | 158760    | TRB   | 814686  | 814686  | 24560       | 31.5 | 38.8            | 13.1    | 485                              | 10.68              |
| Uninjured CD 44 <sup>high</sup> Tregs (SH)             | 158759    | TRB   | 634112  | 634112  | 3375        | 7.9  | 10.8            | 9.6     | 73                               | 5.64               |
| Uninjured CD 44 <sup>high</sup> Tregs (SH) repeat      | 158764    | TRB   | 735518  | 735518  | 3676        | 7.4  | 10              | 9.6     | 73                               | 5.64               |
| Uninjured CD 44 <sup>low</sup> Tregs (SL)              | 158761    | TRB   | 894532  | 894532  | 11596       | 30.9 | 35.2            | 13      | 288                              | 12.23              |
| Uninjured CD 44 <sup>low</sup> Tregs (SL) repeat       | 158766    | TRB   | 1020265 | 1020265 | 13798       | 35.6 | 40.4            | 13.2    | 288                              | 12.23              |

# Supplementary material for: Distinct Injury Responsive Regulatory T Cells Identified by Multi-Dimensional Phenotyping
**Source:** Front Immunol. 2022 May 12;13:833100. doi: 10.3389/fimmu.2022.833100
**Supplement:** Supplementary Table 2 — Sample information of RNA-based TCR repertoire sequencing.

**Supplementary Table 2. Sample information of RNA-based TCR repertoire sequencing**

| <b>Sample names</b>                             | <b>cell events</b> | <b>RNA extraction (ng/ml)</b> |
|-------------------------------------------------|--------------------|-------------------------------|
| 7D after injury CD44 <sup>high</sup> Tregs (BH) | 352,000            | 14.1                          |
| 7D after injury CD44 <sup>low</sup> Tregs(BL)   | 485,000            | 10.7                          |
| Uninjured CD 44 <sup>high</sup> Tregs (SH)      | 73,000             | 5.6                           |
| Uninjured CD 44 <sup>low</sup> Tregs (SL)       | 288,000            | 12.2                          |

# Supplementary material for: Distinct Injury Responsive Regulatory T Cells Identified by Multi-Dimensional Phenotyping
**Source:** Front Immunol. 2022 May 12;13:833100. doi: 10.3389/fimmu.2022.833100
**Supplement:** Supplementary Table 3 — Sample statistics of scRNAseq analysis.

Supplementary Table 3. Sample statistics of scRNA-seq analysis

| Sample name     | Cell Ranger version | Estimated Number of Cells | Mean Reads per Cell | Median Genes per Cell | Number of Reads | Sequencing Saturation | Total Genes Detected | Median UMI Counts per Cell |
|-----------------|---------------------|---------------------------|---------------------|-----------------------|-----------------|-----------------------|----------------------|----------------------------|
| Uninjured       | 3.1.0               | 5,284                     | 23,379              | 1,398                 | 123,535,033     | 74.00%                | 15,357               | 3,710                      |
| 7D after Injury | 3.1.0               | 6,312                     | 20,297              | 1,405                 | 128,115,793     | 68.70%                | 15,688               | 3,754                      |

# Supplementary material for: Distinct Injury Responsive Regulatory T Cells Identified by Multi-Dimensional Phenotyping
**Source:** Front Immunol. 2022 May 12;13:833100. doi: 10.3389/fimmu.2022.833100
**Supplement:** Supplementary Table 4 — CyTOF antibodies panel.

Supplementary Table 4. CyTOF antibodies panel

| Ab # | Mouse Marker        | Clone      | Metal | Subcellular location | Vender        |
|------|---------------------|------------|-------|----------------------|---------------|
| 1    | T-bet               | 4b10       | 111Cd | Intracellular        | BioLegend     |
| 2    | CD3                 | 145-2C11   | 115In | Surface              | BioLegend     |
| 3    | CD44                | IM7        | 141Pr | Surface              | BioLegend     |
| 4    | PYCARD(ASC/TMS1)    | D2W8U      | 142Nd | Intracellular        | CST           |
| 5    | Tim3                | 5D12       | 143Nd | Surface              | EMD Millipore |
| 6    | RORA                | 6G4C18     | 144Nd | Intracellular        | BioLegend     |
| 7    | CD4                 | RM4-5      | 145Nd | Surface              | BioLegend     |
| 8    | CXCR3(CD183)        | 220803     | 146Nd | Surface              | R&D           |
| 9    | CD28                | E18        | 147Sm | Surface              | BioLegend     |
| 10   | ICAM1(CD54)         | 3-E2       | 148Nd | Surface              | BD            |
| 11   | CCR1                | 643854     | 149Sm | Surface              | R&D           |
| 12   | CD137(4-1BB)        | 3H3        | 150Nd | Surface              | BioXcell      |
| 13   | Granzyme B          | GB11       | 151Eu | Intracellular        | BioLegend     |
| 14   | LTB4R1              | Polyclonal | 152Sm | Surface              | ThermoFisher  |
| 15   | CTLA-4              | UC10-4B9   | 153Eu | Surface              | BioLegend     |
| 16   | ITGAE (CD103)       | 2-E7       | 154Sm | Surface              | BioLegend     |
| 17   | LGALS3 (Galectin3)  | M3/38      | 155Gd | Intracellular        | BioLegend     |
| 18   | IL10RA              | 105653     | 156Gd | Surface              | R&D           |
| 19   | CXCR6(CD186)        | SA051D1    | 157Gd | Surface              | BioLegend     |
| 20   | CCR10               | 248918     | 158Gd | Surface              | R&D           |
| 21   | IL-33Ra(IL1RL1/ST2) | DIH9       | 159Tb | Surface              | BioLegend     |
| 22   | IL12RB1             | Polyclonal | 160Gd | Surface              | R&D           |
| 23   | CD83                | Michel-19  | 161Dy | Surface              | BioLegend     |
| 24   | FoxP3               | FJK-16s    | 162Dy | Surface              | eBioscience   |
| 25   | TIGIT               | 1G9        | 163Dy | Intracellular        | BioLegend     |
| 26   | LAMP2(CD107b)       | M3/84      | 164Dy | Surface              | BioLegend     |
| 27   | TNFRSF25 (DR3)      | 4C12       | 165Ho | Surface              | BioLegend     |
| 28   | GATA3               | TWAI       | 166Er | Intracellular        | eBioscience   |
| 29   | CD25(IL-2Ra)        | 3C7        | 167Er | Surface              | BioLegend     |
| 30   | Helios              | 22F6       | 168Er | Intracellular        | BioLegend     |
| 31   | CCR6                | 29-2L17    | 169Tm | Surface              | BioLegend     |
| 32   | CD278(ICOS)         | C398.4A    | 170Er | Surface              | BioLegend     |
| 33   | CRLF2(TSLPR)        | Polyclonal | 171Yb | Surface              | R&D           |
| 34   | KLRG1               | 2F1/KLRG1  | 172Yb | Surface              | BioLegend     |
| 35   | IRF5                | 903430     | 173Yb | Intracellular        | R&D           |
| 36   | CD134(OX40,TNFRSF4) | OX-86      | 174Yb | Surface              | BioLegend     |
| 37   | CD29                | HMB-1      | 175Lu | Surface              | BioLegend     |
| 38   | IL-23R              | 12B2B64    | 176Yb | Surface              | BioLegend     |
| 39   | CD74                | In1        | 209Bi | Intracellular        | BioLegend     |

How the deposited data were processed for this re-analysis (not part of the article)

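Bulk RNA-seq of CD44 high and CD44 low CD4+FoxP3-GFP+ Tregs from lymph nodes of uninjured and injured mice was taken from the table of counts that the authors deposited. The authors made the counts with STAR through the VIPER workflow and deposited them as raw counts per gene, without normalization and with replicates kept apart. Versions, genome build and annotation of this step are not given in the sources used here. GENCODE vM21 and RefSeq symbols were used for names and transcript lengths only. All 19 columns of counts were mapped to a sample by their labels. Cells, libraries and sequencing were not repeated here, and the single-cell, TCR and CyTOF data were not used here.

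Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Library totals lay between 5582234 and 9433610 counts. Reads carry no molecular identifiers in these counts, so counting intervals and floors (3 counts over a group) cover counting error only. The main analysis used edgeR's filter with a minimum count of 10, TMM factors and a model with 1 mean for each of the 4 groups, without covariates or a replicate block, since the methods name no pairing. Groups were compared by edgeR's quasi-likelihood test (two-sided) with Benjamini-Hochberg adjustment over the 11464 genes tested. The comparisons were CD44 high against CD44 low Tregs in uninjured and in injured mice, injured against uninjured mice in CD44 high and in CD44 low Tregs, and the difference between the subsets in the effect of injury (interaction). A gene was counted at a p under 1e-06 and a change of 2-fold, as the paper states, with that p taken as unadjusted, and at an adjusted p under 0.05. The interaction was counted at an adjusted p under 0.05. Log2 CPM used a prior count of 2.

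Principal components used the 500 genes of highest variance after DESeq2's variance-stabilizing transformation, and scores were compared by exact permutation tests. Enrichment was tested with Fisher's exact test (one-sided) among the 2000 genes of smallest p that were higher in CD44 high Tregs. Libraries were clustered on the genes of the paper's heat maps. 24 gene lists, written by hand, were tested for a shift after injury in each subset and for the interaction, 72 tests in all, with limma's camera (two-sided, correlation estimated per list) and Benjamini-Hochberg adjustment per comparison. They were chemokine receptors, chemokines, interleukin receptors, anaphase-promoting complex, replicative helicase, kinesins, cyclins and CDK regulators, S phase, G2 and M phase, clock genes of the day and of the night, glucocorticoid response, heat shock, immediate-early, interferon response, naive T cells, B cells, MHC class II, macrophages and dendritic cells, neutrophils, CD8 and NK cells, stroma, follicular T cells and Y-linked genes. Outlying libraries were sought in groups of 4 to 6 with Dixon's test at 95%.

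Before the data were examined, the following rule was written for the genes named: every gene that the paper's text names for the bulk RNA-seq, the genes of Figure 2C and those labelled in Figure 2E, genes the paper names from the single-cell and CyTOF experiments, and markers of the sort. To these were added, for each of 4 comparisons and each direction, the 5 genes of smallest p past the paper's threshold with no overlap between groups, the 5 of smallest p for the interaction, and members of a reported list. The paper's figures had been seen when the rule was written. Results of genes withheld for evaluation are not reported here. The others came to 97 genes and 193 results. The alternatives set at the same time were DESeq2 on all 4 groups, with a prior on fold changes, and on the compared groups alone, edgeR on the compared groups alone, RLE factors, no filter on low counts, a replicate block on the label's number, and the injured CD44 low libraries 1 with 1_2 and 5 with 5_2 summed. For CD44 high against CD44 low Tregs the block joined libraries of the same number within injured or within uninjured mice. For injury, the interaction and the gene lists it joined injured with uninjured libraries of the same number. These come from different mice, so that block does not check pairing by mouse. The alternatives also included the 3 libraries with a second number left out or used alone, an unadjusted p under 1e-05, an adjusted p under 0.05 with a 2-fold change, and each library left out in turn. Other settings of the components, the enrichment, the clustering and the list tests were set with them. Taking out each library's trend on transcript length and thinning every library to the smallest total were chosen after seeing the data.

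The tests were tried on simulated data with the same groups and library totals, in which 200 of 11464 genes were changed. The changes were 1.5 or 3 on the log2 scale, up or down, so the rates of recovery do not cover smaller changes. At the paper's threshold edgeR recovered 74.5% of them for uninjured and 76.5% for injured CD44 high against CD44 low, 77.5% for injury in each subset and 57.5% for the interaction, and DESeq2 between 72% and 85.5%. Of the unchanged genes edgeR called 0 in all 5 comparisons and DESeq2 at most 1. At an adjusted p under 0.05 edgeR called between 8 and 14 unchanged genes and DESeq2 between 21 and 28. In a simulation with 1 shifted list, camera called that list (adjusted p = 0.00103) and 0 of the others, as did fry. Each gene was drawn independently there, so this does not show how either test behaves where genes vary together. Other splits of the samples into groups of the same sizes, up to 100 per result, were used to judge whether chance can be excluded. Shares of T cell receptor V-beta genes were not analysed here.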

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

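In this part the tests of other splits of the samples, of transcript length, of CD44 low cells as a cause of the fall of G2 and M phase genes, and of the single libraries CD44 low 1 and 5 and CD44 high 3 of injured and CD44 high 2 of uninjured mice were chosen after the results were seen, as was the split of the 6 injured CD44 low libraries. Those of the time of day, of CD44 high cells in the 6 injured CD44 low libraries taken together and of the second set of libraries were not.

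The effect of injury differed between CD44 high and CD44 low Tregs in 74 genes at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the interaction, 22 more positive and 52 more negative in CD44 high Tregs. With the second-number libraries left out it was 151 and 163. Of 100 splits of the samples, 4 gave as many, the real one included. The other 3 gave more, 427, 208 and 128 genes. Each exchanged the injured and uninjured labels of all CD44 high libraries and kept 5, 4 and 4 of the 6 injured CD44 low libraries as injured. Injury effects common to the subsets thus counted as differences between them. Splits that mixed injured and uninjured libraries put such effects into the spread within groups. Neither kind keeps the common effect of injury in place, so this share cannot decide whether chance gave the 74 genes. The count with the real labels was 43 without injured CD44 high library 5 and 110 without injured CD44 high library 2. *Satb1* had an interaction of 1.71 (standard error 0.166, adjusted p = 4.72e-06), *Dennd2d* one of 1.25 (0.150, 0.000104), *Ccr10* -3.21 (0.427, 0.000422), *Ccnb2* -2.17 (0.303, 0.000540) and *Racgap1* -1.73 (0.239, 0.000540), on the log2 scale. The paper does not report a test of this difference.

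Among the gene lists, 2 differed between the subsets in the effect of injury by camera with Benjamini-Hochberg adjustment (two-sided). The G2 and M phase list had an adjusted p of 0.0102, with 5 of 52 genes more positive in CD44 high Tregs, a median of -0.84 and a mean of -1.04. The chemokine receptor list had an adjusted p of 0.0144, with 3 of 17 genes more positive, a median of -0.55 and a mean of -0.96. Both calls held under fry. Of 100 splits, 2 gave as many lists, the real one included, and the other gave 3. These splits also move the injury effects common to the subsets, so they cannot decide whether chance gave these lists. The receptor list had 0.0636 without uninjured CD44 high library 5, 0.0895 without injured CD44 high library 2 and 0.0526 with the replicate block, and ranged from 0.00357 to 0.0895 over single libraries left out. With the length trend taken out the adjusted p was 0.00876 for the G2 and M phase and 0.0208 for the receptor list, so that trend is argued against as the whole cause. The G2 and M phase genes had a mean log2 fold change of -0.44 in CD44 high Tregs after injury. That fall would need a median share of 34.7% CD44 low cells. The third quartile of the share estimated from genes of CD44 low Tregs was 11.2%, which argues against such cells as the whole cause of the fall. In CD44 low Tregs the list rose, with a mean of 0.61 and 40 of 52 genes higher. CD44 high cells as a cause of that rise were not tested for this list. Genes of CD44 high Tregs gave a median share of 3.15% there, and *Ccr10*, *Ccnb2* and *Racgap1* gave 3.20%, 4.29% and 10.6%. A biological difference between the subsets in the response to injury stays open, as does a mixture of cells.

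The distance between CD44 high and CD44 low Tregs on PC1 was 36.9 in injured mice against 47.5 in uninjured mice, or 77.8%. Every injured library lay nearer to the other subset than every uninjured library of its own subset, but the difference of the distances itself was not tested. If each injured sample held a share of the other subset, 1 share per library would explain all of its genes. Of 51 genes of CD44 high Tregs, 6 had all 6 injured CD44 low libraries on 1 side of the predicted level, where 200 simulations gave a median of 4 and at most 7. Of 15 genes of CD44 low Tregs, 7 had all 4 injured CD44 high libraries on 1 side, where simulations gave a median of 3 and at most 8. The median shares were 3.15% and 5.44%. Neither count lies beyond the simulations, so a mixture and a change of expression in each subset cannot be told apart for these genes.

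Within CD44 high Tregs after injury, 3 lists that the paper does not discuss moved by camera with Benjamini-Hochberg adjustment (two-sided): follicular T cell genes up (adjusted p = 0.0101, 7 of 8 genes higher, median 0.80), naive T cell genes up (0.0449, 9 of 14, median 0.18) and clock genes of the day down (0.0482, 8 of 9 lower, median -0.69). All 3 held under fry. Of 35 splits 1, the real one, gave as many lists, and the most that another split gave was 2. Chance can therefore be excluded for the count of 3 lists, but the splits did not test each list by itself. The follicular list kept its call with each library left out (up to 0.0293) and with the replicate block (0.0212). The study picked *Cxcr5* and *Icos* of this list and *Satb1* and *Il7r* of the naive list from these libraries. The naive list lost its call without uninjured CD44 high library 4 (0.0747) or 5 (0.0658), uninjured CD44 low library 1 (0.0596) or 3 (0.0503), injured CD44 high library 2 (0.0505), 3 (0.0728) or 4 (0.0557), or injured CD44 low library 5 (0.0552) or 1_2 (0.0525), with the second-number libraries left out (0.0754) and with the replicate block (0.0910), and ranged from 0.00735 to 0.0910 over the alternatives with an estimated correlation. The clock list lost its call without uninjured CD44 high library 2 (0.0537), 3 (0.0561), 4 (0.0747) or 5 (0.0658), uninjured CD44 low library 1 (0.0596), 2 (0.0514), 3 (0.0533) or 5 (0.0562), injured CD44 high library 2 (0.0505), 4 (0.0711) or 5 (0.0566), or injured CD44 low library 5 (0.0552) or 1_2 (0.0764) and with the replicate block (0.0910), and ranged from 0.0247 to 0.0910. With the length trend taken out the adjusted p was 0.00849 for the follicular, 0.0293 for the naive and 0.0293 for the clock list, which argues against that trend as the whole cause. CD44 low cells in the injured CD44 high samples were not tested as a cause of the naive list. *Satb1* of that list stood at 47.2 CPM in uninjured CD44 high, 675 in uninjured CD44 low and 139 in injured CD44 high Tregs. Such cells could raise *Satb1*, but not *Il7r*, which was lower in CD44 low than in CD44 high Tregs of uninjured mice. A mixture of cells therefore stays open for the naive list. An earlier or later harvest of the injured mice would move clock genes of the night against those of the day in both subsets. The median of the night list in CD44 low Tregs was -0.34, with members going both ways, which decides nothing, so the time of day and an effect of injury cannot be told apart for the clock list.

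Between the injured CD44 low libraries 1, 2 and 5 and the libraries 1_2, 4_2 and 5_2, 408 genes differed at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A second set of libraries is in line with this count, since of the 10 splits of the 6 libraries in 3 and 3, 1 (this one) gave as many. The next, 1, 2 and 1_2 against the rest, gave 329. With 10 splits the share cannot go below 0.1, so chance cannot be excluded. No CD44 high library carries a second number. Against CD44 low libraries 1, 2 and 5 alone, which carry none either, 384 genes were higher and 145 lower in CD44 high Tregs of injured mice at the paper's threshold, among them 363 of the 518 and 132 of the 170 called with all 6.

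Of 493 groups of 4 to 6 libraries tested for a single outlying library by Dixon's test, 41 had one, against 24.65 that chance gives at about 1 in 20. They were 3 of 12 groups of library measures (0.6 by chance), 7 of 96 list scores (4.8) and 31 of 385 gene values (19.25). Uninjured CD44 high library 2 was apart in 6, and injured CD44 low libraries 1 and 5 and uninjured CD44 low library 1 in 5 each.

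Uninjured CD44 high library 5 had 8319320 counts against 5678888 to 6077717 in the others of its group. Its *Hspa1a* was 22.6 CPM (others 4.58 to 7.01) and its *Bcl2* 47.6 CPM (others 59.2 to 60.0). Thinning every library to the smallest total kept 17 of the 17 genes called after injury in CD44 high Tregs, which argues against library totals as their cause, and 13 of the 14 in CD44 low Tregs. Uninjured CD44 low library 5 also had high *Hspa1a*, 37.6 CPM (others 2.03 to 10.9), and *Il23r* at 0.675 CPM (others 0). No explanation that joins the 2 libraries of this number was tested.

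Injured CD44 low library 5 stood apart on the B cell list (mean log2 CPM 3.81, others 2.78 to 3.02) and the MHC class II list (6.20, others 5.31 to 5.48). *Cd22* was 43.6 CPM there (others 13.3 to 20.6), *Ccl8* 18.4 (4.65 to 9.08) and *Clu* 3.28 (0.75 to 1.44). Of 13 B cell genes, 12 were highest in this library, and the list without *Cd22* summed to 258 CPM against 157 in the others. B cells or B cell RNA are a candidate explanation that these values are consistent with. Of 14 macrophage and dendritic cell genes, 11 were also highest there, so cells of more than 1 kind stay open. Injured CD44 high library 5 was likewise the highest of its group in summed CPM of the B cell (373, others 187 to 224), macrophage and dendritic cell (578, 320 to 385) and MHC class II lists (1711, 997 to 1187). Whether the number joins samples of 1 mouse stays open.

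Injured CD44 low library 1 lay nearest to CD44 high Tregs on PC1 (-11.8, others -16.9 to -15.7), with high *Icos* (355 CPM, others 201 to 232), *Icam1* (169, 131 to 137), *Tigit* (26.6, 10.7 to 15.2) and *Havcr2* (2.53, 0.15 to 0.856). If it held more CD44 high cells, genes of these would be raised together. Of 51 such genes, 11 were not above the mean of the other 5 libraries, with a median excess of 2.67% of the CD44 high level, a share too small against the spread to decide. Injured CD44 high library 3 lay nearest to CD44 low Tregs on PC1 (20.1, others 21.7 to 21.9). Of 15 genes of CD44 low Tregs, 8 were above the mean of the other 3 libraries, about as many as not, so more CD44 low cells there cannot be told apart from other causes.

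Uninjured CD44 high library 2 was apart on the clock lists of the day (4.11, others 3.98 to 3.99) and of the night (4.73, others 5.05 to 5.12) and on *Nfil3* (54.9 CPM, others 79.4 to 83.6), *Cd83* (370.5, 286 to 298), *Klrg1* (425, 276 to 300.2) and *Tnfrsf4* (1185, 970 to 1007). If the mouse of this number had been harvested at another time, CD44 low library 2 would be apart as well, and it ranked 2 of 5 on the day list. Whether the numbers join samples of 1 mouse is not known, so the time of harvest stays open.

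The remaining libraries apart had no explanation tested. Uninjured CD44 low library 1 had *Cxcr5* at 61.1 CPM (others 33.8 to 39.7), *Tgfbr3* at 71.1 (38.2 to 41.3), *Lgmn* at 18.0 (11.0 to 12.8), *Cd69* at 106 (162 to 176) and the glucocorticoid list at 4.75 (4.92 to 4.98). Other uninjured CD44 low libraries were library 2 for *Arnt2* (6.46 CPM, 0.994 to 1.35), library 3 for *Ccr1* (0.284, others 0) and library 4 for the Y-linked list (5.87, 6.08 to 6.17). Uninjured CD44 high library 3 was apart for *Cd9* (19.3 CPM, 27.0 to 28.4), *Havcr2* (63.9, 76.5 to 77.4) and *Lgals3* (169.7, 160 to 161), and library 4 for *Gas2l3* (11.0, 7.12 to 7.62) and the follicular list (6.57, 6.73 to 6.76). Injured CD44 high library 2 was apart for *Cd69* (291 CPM, 234 to 239) and *Rora* (264, 223 to 229), library 4 for *Cxcl10* (24.7, 6.81 to 8.89) and library 5 for *S100a6* (520.3, 444 to 453). Injured CD44 low library 2 was apart for *Tnfsf8* (61.4 CPM, 54.9 to 57.2) and library 5_2 for *Sun2* (37.7, 15.5 to 23.0).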

How the results depend on the processing

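The alternatives in this part were set before the data were examined, except that taking out the length trend and thinning the libraries were chosen after the results were seen. The cause was not tested where a value moved, unless the alternative itself changes the threshold or the number of libraries.

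Counts of genes higher in CD44 high than in CD44 low Tregs (715 in uninjured and 518 in injured mice) stayed within 1.5 times under every tool, filter, scaling and choice of libraries run, and rose to 1384 and 1108 at an adjusted p under 0.05 with a 2-fold change. The 236 genes lower in uninjured mice became 420 with DESeq2 on all 4 groups, 415 with its prior, 544 with DESeq2 and 393 with edgeR on the compared groups alone, and 922 at an adjusted p under 0.05 with a 2-fold change. The 170 lower in injured mice became 280, 275, 271, 103 and 558 under the same alternatives in the same order. DESeq2 on all 4 groups kept 710 of the 715, 234 of the 236, 512 of the 518 and 170 of the 170 genes.

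Counts after injury moved more. The 14 genes higher in CD44 high Tregs became 8 with the replicate block, 29 with DESeq2 on the compared groups alone and 36 at an adjusted p under 0.05 with a 2-fold change. The 3 lower became 19 with DESeq2 on all 4 groups, 18 with its prior, 41 with DESeq2 and 13 with edgeR on the compared groups alone, 8 without a filter, 14 with libraries summed, 15 with the second-number libraries left out, 13 with these alone, 12 at an unadjusted p under 1e-05, 50 at an adjusted p under 0.05 with a 2-fold change, and 5 with the length trend taken out. The 10 genes higher in CD44 low Tregs became 28 with DESeq2 on all 4 groups, 25 with its prior, 5 with edgeR on the compared groups alone, 19 without a filter, 20 at 1e-05 and 82 at the adjusted threshold. The 4 lower became 14 with DESeq2, 12 with its prior, 13 with DESeq2 on the compared groups alone, 8 without a filter, 19 with the second-number libraries left out, 1 with these alone, 9 at 1e-05 and 61 at the adjusted threshold. DESeq2 on all 4 groups kept 13 of the 14, 3 of the 3, 10 of the 10 and 4 of the 4 genes. Of the 19 genes lower without the second-number libraries, 1 was among the 4. Thinning gave 14 higher in CD44 high and 11 in CD44 low Tregs, and the length trend taken out 15 and 7. The 74 genes with an interaction became 212 with DESeq2, 314 with the second-number libraries left out and 136 with these alone. They were 108 with the length trend taken out and 70 after thinning. The share more positive in CD44 high Tregs was 29.7% (22 against 52). It was 48.1% (151 against 163) with the second-number libraries left out, 44.4% with the length trend taken out, and between 24.1% (RLE factors) and 29.8% (replicate block) with DESeq2, RLE factors, the block, the second-number libraries alone and thinning. At an adjusted p under 0.05 without a fold threshold, 121 genes were higher and 152 lower after injury in CD44 high Tregs, and these became 197 and 282 with DESeq2, 124 and 153 with RLE factors, 111 and 132 with the block, 269 and 312 with the second-number libraries left out, 166 and 187 with these alone, 191 and 192 with the length trend taken out and 142 and 129 after thinning. The 486 higher and 385 lower in CD44 low Tregs became 932 and 528 with DESeq2, 630 and 362 with RLE factors, 622 and 345 after thinning, 376 and 301 with the length trend taken out, 218 and 222 with the block, and 858 and 890 without the second-number libraries. With these alone 68.1% were higher, against 55.8% with all.

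With each library left out in turn, the counts of genes ranged from 607 to 651 and from 183 to 219 (higher and lower, uninjured), from 446 to 489 and from 125 to 192 (injured), from 7 to 10 and from 1 to 4 (injury, CD44 high), and from 8 to 16 and from 3 to 13 (injury, CD44 low). The highest CD44 low values, 16 and 13, came without injured CD44 low library 5_2. The count higher in CD44 high Tregs was 8, 9, 8 and 8 without CD44 high libraries 2 to 5 of uninjured mice and 9, 8 and 7 without CD44 high libraries 3 to 5 of injured mice. The count lower was 1 without CD44 high libraries 3 or 4 of uninjured or 2, 4 or 5 of injured mice, and 2 without CD44 high library 5 of uninjured mice. The interaction ranged from 43 without injured CD44 high library 5 to 110 without injured CD44 high library 2. Genes called whichever library was left out numbered 552, 161, 397 and 116 for CD44 high against CD44 low Tregs, 6 higher after injury in each subset, and 3 lower in CD44 low. For CD44 high Tregs 0 of the 3 lower genes remained with edgeR under all such fits, while DESeq2 on all libraries called all 3.

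PC1 held 79.8% with 2000 genes, 58.4% with all genes of at least 10 counts, 82.0% with log2 CPM, 75.9% with the logarithm of normalized counts and 90.3% with the second-number libraries left out. PC2 held 7.31%, 10.8%, 3.51% with log2 CPM and 4.70% with those libraries left out. Leaving out one library gave 88.0% to 90.4% for PC1 and 3.46% to 5.24% for PC2. The chemokine genes in the top list, 5 in the main analysis, were 2 when ranked in either direction, 8 by fold change, 4 in injured mice and 4 with all genes as background. Receptor and cell division genes and the clustering of all 19 libraries kept their result under each alternative run.

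The 3 lists called in CD44 high Tregs after injury became 9 with fry, 10 with a preset correlation of 0.01 and 1 with the replicate block. For CD44 low Tregs 0 became 5 with fry, 8 with the preset correlation and 4 with the second-number libraries left out. At an unadjusted p under 0.05 camera had 4 lists there. The 2 lists of the interaction became 9 with fry, 11 with the preset correlation, 5 with those libraries left out and 1 with the block. Leaving out one library gave 1 to 4, 0 to 3 and 1 to 3 lists. For CD44 high Tregs it was 1 without CD44 high library 4 or 5 or CD44 low library 1 or 3 of uninjured mice, or CD44 high library 2 or 4 or CD44 low library 5 or 1_2 of injured mice. For CD44 low Tregs it was 3 without injured CD44 low library 1 and 1 without 1_2. For the interaction it was 1 without uninjured CD44 high library 5 or injured CD44 high library 2.

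Of the 193 results for named genes, 170 were past an adjusted p of 0.05. RLE factors left all 193 on their side, DESeq2 moved 5 past the threshold, the replicate block moved 4 below it and 1 past it, and leaving out the second-number libraries moved 2 below and 5 past it. Over 1865 fits without one library, 20 fell below and 13 rose past. Signs changed for results that were not past the threshold: *Il7r* in CD44 high Tregs after injury (-0.01 without uninjured CD44 high library 4, -0.0282 without injured CD44 high library 3, and at most 0.0997 without uninjured CD44 high library 3) and *Cd44* in CD44 low Tregs (0.0264 with the length trend taken out).

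The numbers in the labels were not taken to pair samples, since not every pair of libraries of the same number had residuals correlated over 0.1. The median correlation was 0.0315 (CD44 high with CD44 low, uninjured), 0.108 (injured), 0.0089 (CD44 high, injured with uninjured) and -0.0518 (CD44 low). In injured mice 3 of the 4 pairs of CD44 high with CD44 low libraries were over 0.1, the highest 0.167 and the lowest -0.0537. The median for libraries of other numbers was -0.0476, so pairing there stays open. In uninjured mice 1 of the 4 pairs was over 0.1. Summed CPM of MHC class II genes fell there from library 2 to 3, 5 and 4 in CD44 high Tregs (2143, 1704, 1435 and 1014). It fell in the same order in CD44 low Tregs (792, 660, 583 and 496). The B cell list and the macrophage and dendritic cell list did not keep the same order in both subsets. Pairing in uninjured mice therefore stays open as well. With the block the counts were 550 and 231 (uninjured), 356 and 190 (injured), 8 and 4 (CD44 high injury), 8 and 4 (CD44 low injury) and 57 (interaction). The counts for injury and the interaction used the block that joins injured with uninjured mice, so they do not bear on pairing by mouse. The planned shares of V-beta genes were not run, since the table lists no such symbol. The depth limits genes with few counts: *Gas2l3* and *Hrh4* had 0 counts in CD44 low Tregs of uninjured mice, and folds against them are lower bounds.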

Differences from the paper's values

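Each alternative named in this part was set before the data were examined, unless said otherwise. The paper's methods name DESeq2 for differential expression, while the main analysis here used edgeR's quasi-likelihood test, so the counts differ in tool. For every count of genes below, DESeq2 on all 4 groups came within 1.5 times of the paper's value. Of the paper's 10 stated values for these data, 4 (the variance on PC1 and PC2 and the counts of genes higher in CD44 high Tregs) lay within 1.5 times of the values found here. The 2 shares of variance stayed there with each library left out, and left it with all genes of at least 10 counts (58.4% and 10.8%, against the paper's 89% and 5%). The 2 counts, 715 against the paper's 1006 and 518 against 743, left it in each of the 9 and 10 fits without one library (607 to 651 and 446 to 489), with the replicate block (550 and 356) and with edgeR on the compared groups alone (646 and 391). The count in injured mice also left it with libraries summed (473) and with the second-number libraries left out (384) or alone (363), and the other alternatives kept both counts within it.

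In uninjured mice 236 genes were lower in CD44 high Tregs, and the paper's reported value is 486. DESeq2 on all 4 groups (420), with a prior (415) and on the compared groups alone (544), edgeR on the compared groups alone (393) and an unadjusted p under 1e-05 (334) came within 1.5 times of the paper's value, and the other alternatives, each fit without one library included, did not. In injured mice 170 were lower, and the paper's reported value is 313. Within 1.5 times came DESeq2 on all 4 groups (280), with a prior (275) and on the compared groups alone (271), no filter on low counts (212), the libraries 1_2, 4_2 and 5_2 alone (229) and p under 1e-05 (220), and the others did not.

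After injury 14 genes were higher in CD44 high Tregs, and the paper's reported value is 24. Within that margin came DESeq2 on all 4 groups (20), with a prior (20) and on the compared groups alone (29), no filter (18), p under 1e-05 (19) and an adjusted p under 0.05 with a 2-fold change (36), and the others did not. For CD44 high Tregs 3 genes were lower, and the paper's reported value is 25. Of the alternatives, DESeq2 on all 4 groups (19) and with a prior (18) came within 1.5 times.

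For CD44 low Tregs 10 genes were higher after injury, and the paper's reported value is 35. Here DESeq2 on all 4 groups (28) and with a prior (25) came within 1.5 times, and the others did not. For genes lower in CD44 low Tregs 4 were found, and the paper's reported value is 15. Here DESeq2 on all 4 groups (14), with a prior (12) and on the compared groups alone (13), and the libraries 1_2, 4_2 and 5_2 left out (19) came within 1.5 times. Of the 11 fits without one library of these groups, 1 did (13, without injured CD44 low library 5_2), and the others did not.

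Figure 2E labels 14 genes in each subset. Each had an adjusted p under 0.05 by edgeR's quasi-likelihood test. At p under 1e-06 and 2-fold, 3 of 14 were called in CD44 high and 9 of 14 in CD44 low Tregs by edgeR on all 4 groups, and 9 and 11 by DESeq2 on all 4 groups, 10 and 11 with a prior, 13 and 7 by DESeq2 on the compared groups alone. RLE factors gave 2 and 9, no filter 6 and 9, the replicate block 3 and 5, edgeR on the compared groups alone 4 and 6, libraries summed 6 and 7, the second-number libraries left out 6 and 2, and these alone 4 and 3. For CD44 high Tregs the 11 genes not called by the main analysis were called as follows. *Cd160* was called by DESeq2 on all 4 groups, with a prior and on the compared groups alone, without a filter and with the block. *Cd22* was called by these 3 DESeq2 fits and by edgeR on the compared groups alone. *Irs2* and *Ccr10* were called by the same 4 fits, without a filter, with libraries summed, and with the second-number libraries left out or alone. *Tbx21* was called by the 3 DESeq2 fits, with libraries summed and with the second-number libraries left out, and *Dlk1* by the 3 DESeq2 fits. *Isg15*, *Ccl8*, *Hspa1a* and *Ccl5* were called by DESeq2 on the compared groups alone, and *Clu* by DESeq2 with a prior. For CD44 low Tregs *Cxcr6* and *Ccr10* were called by DESeq2 on all 4 groups and with a prior. At an unadjusted p under 1e-05, where the dashed line of Figure 2E lies, the main analysis also called *Cd160*, *Ccr10*, *Irs2* and *Tbx21* in CD44 high Tregs. Joining that threshold to another tool was chosen after seeing the values. DESeq2 on all 4 groups then called all 14 genes in each subset, *Klrg1*, *Hrh4* and *Gas2l3* included, and dropped 0 of the paper's labelled genes. At the same threshold, *Cd22* was called without a filter, with the block, with libraries summed, with the second-number libraries left out or alone, and with the length trend taken out. *Ccl5*, *Ccl8*, *Isg15* and *Hspa1a* were called with a prior, *Ccl5* also with the length trend taken out, *Hspa1a* and *Clu* without a filter, *Clu* with libraries summed, with thinning and by DESeq2 on the compared groups alone, and *Dlk1* and *Hspa1a* by edgeR on these. In the CD44 low comparison *Cxcr6* was called without a filter, with libraries summed and with the second-number libraries left out, *Ccr10* with these alone, *Klrg1* without a filter and *Gas2l3* with the second-number libraries left out. The length trend taken out, also chosen after seeing the values, called 5 and 7 of the 14 at 1e-06 (*Cd160* and *Ccr10* among them in CD44 high Tregs), and thinning 4 and 8 (*Ccr10* in CD44 high Tregs).

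The paper states that 6 genes rose in CD44 high Tregs after injury. Here 6 of 6 had a positive log2 fold change, 3 of them at an adjusted p under 0.05 by edgeR's quasi-likelihood test and 4 when adjusted over the list alone. No rise of *Il7r* was detected in CD44 high Tregs (log2 fold change 0.05, standard error 0.162, adjusted p = 0.93) and rose in CD44 low Tregs (1.28, adjusted p = 1.72e-05). *Tnfrsf18* had an adjusted p of 0.444 and *Tnfrsf4* one of 0.0549 in CD44 high Tregs. The adjusted p of *Tnfrsf4* was 0.0194 with DESeq2 on all 4 groups, 0.0175 with the second-number libraries left out, 0.0411 without uninjured CD44 high library 2 and 0.0463 without injured CD44 high library 4, and ranged up to 0.204 over the alternatives. No alternative run took *Il7r* or *Tnfrsf18* past 0.05 in CD44 high Tregs.

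For the cytokine and chemokine genes that the paper places in CD44 high Tregs, 14 of 14 were higher in uninjured mice at an adjusted p under 0.05, and 13 of 14 in injured mice. The exception, *Tgfbr1*, had a log2 fold change of 0.41 in injured mice (adjusted p = 0.114 by edgeR's quasi-likelihood test, 0.0186 without injured CD44 high library 2, 0.0401 without injured CD44 low library 5, and from 0.0186 to 0.767 over the alternatives).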

Other observations

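The tests of other splits of the samples, of transcript length, of library totals, of RNA quality and of the ratio of *Cd22* to other B cell genes were chosen after the results were seen. Those of the sums of B cell genes, macrophages, cell preparation and sex were not.

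For the paper's comparisons of CD44 high with CD44 low Tregs, of 100 splits of the samples 1, the real one, gave as many genes, higher or lower, in uninjured and in injured mice. The same held for injury in CD44 low Tregs (1 of 100 in each direction) and in CD44 high Tregs (1 of 35 in each direction), so chance can be excluded for these counts. It can also be excluded for the enrichment of chemokine receptor genes (1 of 100) and cell division genes (2 of 100), but not for that of chemokine genes (8 of 100).

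The gene lists not given elsewhere had the following results by camera with Benjamini-Hochberg adjustment (two-sided), each as the number of genes higher after injury in CD44 high and in CD44 low Tregs, with the adjusted p in CD44 high Tregs, in CD44 low Tregs and for their difference. They were 9 and 16 of 29 (adjusted p = 0.349, 0.632 and 0.165) for interleukin receptors, 7 and 14 of 21 (adjusted p = 0.388, 0.632 and 0.187) for the anaphase-promoting complex, 2 and 10 of 13 (adjusted p = 0.170, 0.632 and 0.107) for the replicative helicase, 7 and 13 of 31 (adjusted p = 0.299, 0.671 and 0.636) for kinesins, 5 and 17 of 31 (adjusted p = 0.159, 0.632 and 0.107) for cyclins and CDK regulators, 6 and 28 of 42 (adjusted p = 0.159, 0.632 and 0.107) for S phase.

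In the lists of responses, the numbers were 4 and 7 of 9 (adjusted p = 0.557, 0.0856 and 0.107) for the glucocorticoid response, 8 and 9 of 14 (adjusted p = 0.510, 0.928 and 0.490) for heat shock, 1 and 2 of 12 (adjusted p = 0.130, 0.312 and 0.719) for immediate-early genes, 22 and 20 of 24 (adjusted p = 0.159, 0.632 and 0.479) for the interferon response. In those of other cells they were 10 and 10 of 13 (adjusted p = 0.510, 0.728 and 0.719) for B cells, 0 and 7 of 7 (adjusted p = 0.599, 0.632 and 0.298) for MHC class II, 13 and 15 of 20 (adjusted p = 0.629, 0.441 and 0.490) for macrophages and dendritic cells, 2 and 4 of 4 (adjusted p = 0.469, 0.441 and 0.804) for neutrophils, 3 and 3 of 5 (adjusted p = 0.335, 0.671 and 0.649) for CD8 and NK cells, 1 and 1 of 3 (adjusted p = 0.601, 0.671 and 0.420) for stroma, 3 and 0 of 4 (adjusted p = 0.930, 0.441 and 0.352) for Y-linked genes.

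Of the lists called elsewhere, the G2 and M phase list had an adjusted p of 0.0808 in CD44 high (5 of 52 higher) and 0.153 in CD44 low Tregs (40 of 52 higher). The chemokine receptor list had 0.469 and 0.0503, and the chemokine list 0.447, 0.671 and, for the difference, 0.298. The follicular list had 0.0856 in CD44 low Tregs and 0.352 for the difference, the naive list 0.928 and 0.107, the day list 0.441 and 0.298, and the night list 0.601 in CD44 high, 0.671 in CD44 low and 0.942 for the difference. Within CD44 low Tregs 0 lists passed by camera with an estimated correlation, 4 at an unadjusted p under 0.05, and 5 by fry. All 100 splits had as many, so nothing is excluded there. Median, mean and test differed in sign for heat shock in both subsets (median positive, mean negative, test up), and in CD44 high Tregs for the glucocorticoid list (median negative, mean positive, test up), stroma (both negative, test up) and Y-linked genes (both positive, test down). Within CD44 low Tregs they differed for the night list (both negative, test up), the naive list (median negative, mean positive, test up) and kinesins (median negative, mean positive, test down). For the difference they did for CD8 and NK cells (both negative, test up) and the night list (median negative, mean positive, test down).

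The rise of *Cd22* in injured CD44 high Tregs (3.28-fold in mean CPM) could come from B cells. The other B cell genes summed to 186 CPM in injured and 188 in uninjured CD44 high Tregs, a ratio of 0.992, but with wide ranges of 122 to 299 and 117 to 257 (exact permutation test, two-sided, p = 0.971). Of these 12 genes 9 were higher after injury, 0 of them at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (lowest 0.272), with a mean log2 fold change of 0.34. *Cd22* over their sum was 0.0929 to 0.117 in uninjured and 0.246 to 0.531 in injured libraries (exact p = 0.0286, the smallest that 4 against 4 allow). More B cells of the same kind would leave that ratio as it was, which argues against them as the whole cause, and B cells that express more *Cd22* stay open. *Ccl8* rose 7.49-fold and *Clu* 18.8-fold there. The other macrophage and dendritic cell genes summed to 407 against 361 CPM, a ratio of 1.13 (exact permutation test, two-sided, p = 0.6), so RNA from such cells and expression by Tregs cannot be told apart for these 2 genes.

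A difference in cell preparation would lower heat shock and immediate-early genes together in injured samples. Of 14 heat shock genes, 1 was lower and 2 were higher at an adjusted p under 0.05 in CD44 high Tregs, and 3 were lower and 3 higher in CD44 low Tregs, so they went both ways. Of 12 immediate-early genes 11 were lower in CD44 high and 10 in CD44 low Tregs, 4 of them at an adjusted p under 0.05 in each. No value here decides, so cell preparation and injury cannot be told apart for these genes. *Hspa1a* and *Hspa1b* are near-identical copies whose reads counting can divide between them. The sexes of the mice could differ between groups, but *Xist* reached at most 1.25 CPM in any library, with no count in 9, and the Y-linked genes summed to between 200.1 and 300.1 CPM in every library, which argues against female mice in any group.

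Genes of shorter transcripts were higher in injured libraries. Across the 11350 genes with a length (99.0%), which are not independent replicates, Spearman's rho of injury effect and transcript length was -0.217 in CD44 high and -0.402 in CD44 low Tregs. The slope per library differed between injured and uninjured CD44 low libraries (exact permutation test, two-sided, p = 0.0346) but not between CD44 high libraries (p = 0.314). RNA quality or library preparation may underlie it and cannot be told apart from injury in this design. The first component of variation within groups (16.2%) went with length as well (rho 0.523). With the trend taken out, 15 of the 17 genes called after injury in CD44 high Tregs and 10 of the 14 in CD44 low Tregs were called again, which argues against length as the whole cause of these calls.

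Immediate-early genes had a mean log2 CPM of 7.85 ± 0.132 (SD, n = 4) in uninjured and 6.96 ± 0.157 (n = 4) in injured CD44 high Tregs. Within CD44 low Tregs it was 7.94 ± 0.149 (n = 5) in uninjured mice, 6.80 ± 0.120 (n = 3) in injured libraries 1, 2 and 5 and 7.69 ± 0.214 (n = 3) in libraries 1_2, 4_2 and 5_2. *Fos* was lower in the first of these sets by a log2 fold change of -3.53 (adjusted p = 1.46e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cell preparation stays open for them, as for the heat shock genes, and no other explanation was tested.

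The injury effects of CD44 high and CD44 low Tregs had r = 0.260 and rho = 0.301 across genes, and 62.8% of genes had the same sign. With the length trend taken out, r was 0.240 and rho 0.255. The injury effect had r = -0.319 in CD44 high and 0.455 in CD44 low Tregs with the CD44 high to CD44 low difference of uninjured mice. Sharing the uninjured samples alone gave -0.159 to -0.101 and 0.0947 to 0.142 in 100 simulations.

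Of 10 genes of CyTOF markers, 10 were higher in CD44 high than in CD44 low Tregs at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in uninjured and in injured mice. Of these *Ikzf2*, *Lgals3* and *Pycard* had log2 fold changes of -0.35, -0.55 and 0.25 in injured against uninjured CD44 high Tregs (adjusted p = 0.417, 0.154 and 0.326). The paper reports a rise of their proteins, Helios, Galectin-3 and PYCARD, after injury in a CD44 high cluster defined by CyTOF. RNA of sorted cells is another measure on cells defined otherwise, so these values do not test that rise. Among the markers of the sort, *Cd44* was higher in CD44 high Tregs by 2.16 in uninjured and 1.89 in injured mice. *Foxp3* had -0.39 (0.186) and -0.55 (0.0681), and *Cd4* -0.05 (0.755) and 0.30 (0.0265).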
